# Developmental conversion of thymocyte-attracting cells into self-antigen-displaying cells in embryonic thymus medulla epithelium

**DOI:** 10.7554/eLife.92552

**Published:** 2024-03-11

**Authors:** Izumi Ohigashi, Andrea J White, Mei-Ting Yang, Sayumi Fujimori, Yu Tanaka, Alison Jacques, Hiroshi Kiyonari, Yosuke Matsushita, Sevilay Turan, Michael C Kelly, Graham Anderson, Yousuke Takahama

**Keywords:** thymus, medullary thymic epithelial cell, CCL21, Aire, developmental pathway, Mouse

## Abstract

Thymus medulla epithelium establishes immune self-tolerance and comprises diverse cellular subsets. Functionally relevant medullary thymic epithelial cells (mTECs) include a self-antigen-displaying subset that exhibits genome-wide promiscuous gene expression promoted by the nuclear protein Aire and that resembles a mosaic of extrathymic cells including mucosal tuft cells. An additional mTEC subset produces the chemokine CCL21, thereby attracting positively selected thymocytes from the cortex to the medulla. Both self-antigen-displaying and thymocyte-attracting mTEC subsets are essential for self-tolerance. Here, we identify a developmental pathway by which mTECs gain their diversity in functionally distinct subsets. We show that CCL21-expressing mTECs arise early during thymus ontogeny in mice. Fate-mapping analysis reveals that self-antigen-displaying mTECs, including Aire-expressing mTECs and thymic tuft cells, are derived from CCL21-expressing cells. The differentiation capability of CCL21-expressing embryonic mTECs is verified in reaggregate thymus experiments. These results indicate that CCL21-expressing embryonic mTECs carry a developmental potential to give rise to self-antigen-displaying mTECs, revealing that the sequential conversion of thymocyte-attracting subset into self-antigen-displaying subset serves to assemble functional diversity in the thymus medulla epithelium.

## Introduction

The thymus medulla epithelium provides a unique environment for newly generated T cells to acquire self-tolerance before their emigration to the circulation. A variety of medullary thymic epithelial cells (mTECs) contribute to displaying self-antigens by employing multiple mechanisms. Promiscuous gene expression by a subpopulation of mTECs that express the nuclear protein Aire allows chromatin remodeling and genome-wide ectopic gene transcription (Derbinski et al., 2001; Anderson et al., 2002). Cellular mimesis in other mTEC subpopulations relies on a mosaic of tissue-specific transcription factor-dependent cells that individually resemble specialized cell types, including mucosal tuft cells and microfold cells (Farr et al., 2002; Michelson et al., 2022). These mTEC subpopulations form a self-antigen-displaying mTEC subset that provides various self-components, including extrathymic tissue-specific molecules, in the thymus medulla, so that newly generated T cells have an opportunity to establish central tolerance to genome-wide and systemic self-antigens prior to export from the thymus.

In addition to the self-antigen-displaying mTEC subset, there exists a medullary epithelial subset that produces the C–C chemokine CCL21, which attracts developing thymocytes and dendritic cells to the medullary region (Takahama et al., 2017). Positive selection-inducing TCR signals in newly generated cortical thymocytes elevate the expression of CCR7, a receptor for CCL21, and positively selected cortical thymocytes are therefore specifically attracted to migrate to the medullary region through the CCL21–CCR7-mediated chemotactic signals (Ueno et al., 2004; Takahama, 2006). Two molecular species CCL21Ser and CCL21Leu with one amino acid difference are encoded in the mouse genome (Nakano and Gunn, 2001; Chen et al., 2002), and CCL21Ser encoded by *Ccl21a* locus is predominantly expressed in the thymus medulla (Kozai et al., 2017). In mice lacking either *Ccr7* or *Ccl21a*, positively selected mature thymocytes fail to accumulate in the medulla, and therefore T cells fail to establish self-tolerance (Kozai et al., 2017; Kurobe et al., 2006; Nitta et al., 2009). Additional CCR7-ligand CCL19 has no appreciable role in the cortex-to-medulla migration of developing thymocytes (Kozai et al., 2017; Link et al., 2007). Thus, CCL21-expressing thymocyte-attracting mTECs represent a functional mTEC subset that is essential for the establishment of self-tolerance in T cells.

Aire-expressing mTECs primarily belong to MHC-II^high^ CD80^high^ mTEC subpopulation (mTEC^high^) (Derbinski et al., 2005; Gray et al., 2006), whereas most thymic mimetic cells are detectable in MHC-II^low^ CD80^low^ mTEC subpopulation (mTEC^low^), which are derived from Aire-expressing mTEC^high^ cells (Michelson et al., 2022; Miller et al., 2018; Kadouri et al., 2020; Metzger et al., 2013). The mTEC^low^ subpopulation is heterogeneous and contains immature mTEC progenitors that differentiate into the Aire-expressing mTEC^high^ subpopulation (Rossi et al., 2007; Gäbler et al., 2007). Consequently, the developmental progression of the self-antigen-displaying mTEC subset is considered to occur in the following sequence: mTEC^low^ progenitors -> mTEC^high^ Aire-expressing cells -> mTEC^low^ mimetic cells.

CCL21-expressing mTECs are mostly included in the mTEC^low^ subpopulation (Lkhagvasuren et al., 2013). However, how the CCL21-expressing mTEC subset is integrated with, and/or potentially diverted from, the developmental progression of the self-antigen-displaying mTEC subset remains unknown. A single-cell RNA-sequencing-based cluster analysis reported that *Ccl21a* transcripts are detectable within a heterogeneous ‘intertypical’ TEC subpopulation, which includes cells with gene expression profiles resembling immature mTEC progenitors (Baran-Gale et al., 2020). A more recent study has indicated that postnatally appearing mTEC-biased progenitors include cells that transcribe *Ccl21a (*Nusser et al., 2022). However, an independent single-cell RNA-sequencing-based study suggested that TECs expressing *Ccl21a* transcripts represent a terminal population derived from ‘transit-amplifying’ mTEC progenitors, by branching out of the self-antigen-displaying mTEC lineage (Wells et al., 2020). Without the direct evaluation of developmental potential, it remains controversial and unknown how CCL21-expressing mTECs are developmentally related to immature mTEC progenitors. It is even unclear how the *Ccl21a*-transcript-detectable TECs reported in these single-cell transcriptomic studies are related to functionally relevant CCL21-protein-producing medullary TECs. More specifically, it remains unestablished whether the functionally relevant CCL21-expressing mTEC subset retains a developmental potential to give rise to the self-antigen-displaying mTEC subset.

The present study addresses whether the CCL21-expressing mTEC subset carries a developmental capability to differentiate into the self-antigen-displaying mTEC subset. We show that CCL21-expressing mTECs arise early during embryonic development in mice. By Cre-loxP-mediated fate-mapping analysis, we demonstrate that a vast majority of self-antigen-displaying mTEC subset, including Aire-expressing mTECs and thymic tuft cells, originates from CCL21-expressing cells. The developmental potential of CCL21-expressing embryonic mTECs to give rise to Aire-expressing mTECs is confirmed in reaggregate thymus experiments. These results indicate that functionally relevant CCL21-expressing mTEC subset contains a developmental capability to differentiate into self-antigen-displaying mTEC subset and that developmental conversion from thymocyte-attracting subset to self-antigen-displaying subset serves to assemble functional diversity in thymus medulla epithelium.

## Results

### CCL21-expressing mTECs arise in embryonic thymus

We began this study by examining the appearance of CCL21-expressing mTECs during mouse ontogeny. To do so, we analyzed CCL21-expressing mTECs by detecting tandem dimer Tomato (tdTomato) fluorescence proteins in *Ccl21a-tdTomato* knock-in mice. In the postnatal thymus of 5-week-old *Ccl21a^tdTomato/+^* mice, CCL21-expressing cells were detected in keratin 14 (Krt14)-expressing medullary TECs (Figure 1A) and not in Ly51-expressing cortical TECs (Figure 1B). Flow cytometric analysis confirmed that Ccl21a^tdTomato+^ cells in the thymus are predominantly confined in EpCAM^+^Ly51^−^UEA1^+^ mTECs (Figure 1C, D). In accordance with the medullary localization of CCL21-expressing mTECs, thymic medulla was abundant in CCL21 proteins (Figure 1E), which contribute to attracting CCR7-expressing positively selected thymocytes from the cortex (Takahama, 2006; Kozai et al., 2017). Among mTECs, most CCL21-expressing mTECs were distinct from Aire-expressing mTECs and DCLK1^+^ thymic tuft cells (Figure 1F). CCL21-expressing mTECs equally distributed throughout the medullary region and were enriched neither in the pericortical area, including the cortico-medullary junction area, nor in the central area within the medulla (Figure 1G, H, Figure 1—figure supplement 1).

**Figure 1.**
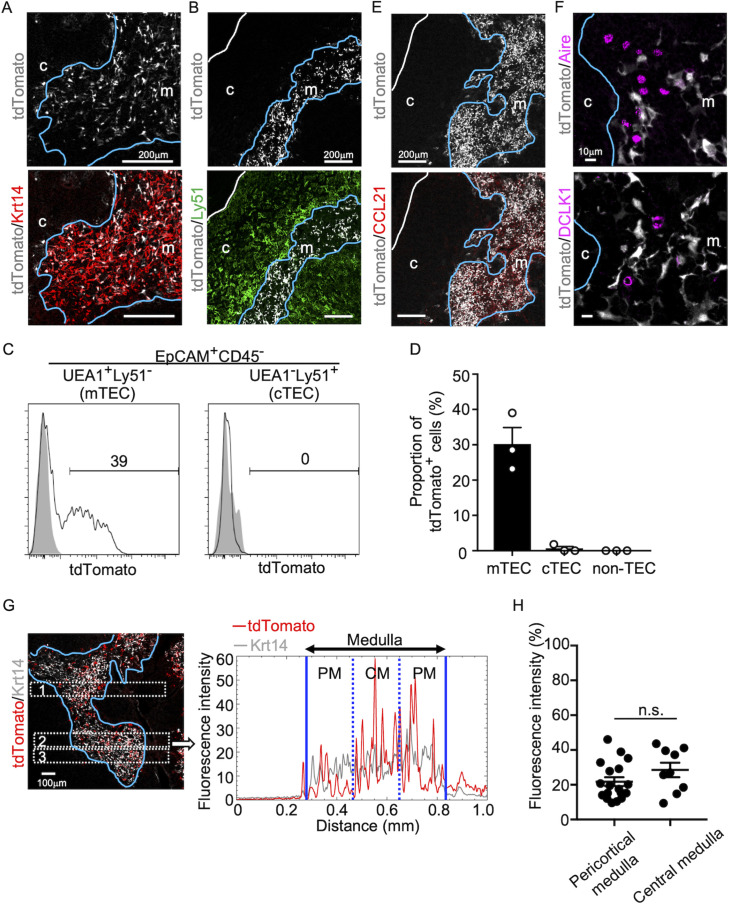
CCL21-expressing medullary thymic epithelial cells (mTECs) in postnatal thymus. Immunofluorescence analysis of thymus sections from 5-week-old *Ccl21a^tdTomato/+^* mice. tdTomato fluorescence (white) was detected with Keratin 14 (Krt 14, red) (**A**) or Ly51 (green) (**B**). White lines indicate capsular outline of the thymus. Blue lines show cortico-medullary junction. Representative data from at least three independent experiments are shown. c, cortex. m, medulla. Scale bar, 200 μm. (**C**) Flow cytometric profiles of tdTomato fluorescence expression in EpCAM^+^CD45^−^UEA1^+^Ly51^−^ mTECs (left) and EpCAM^+^CD45^−^UEA1^−^Ly51^+^ cTECs (cortical thymic epithelial cells) (right) from *Ccl21a^tdTomato/+^* mice (black line histograms) and WT mice (gray shaded histograms). Numbers in histograms indicate frequency of cells within indicated area. (**D**) Proportions (means and standard error of the means [SEMs], *n* = 3) of tdTomato^+^ cells in EpCAM^+^CD45^−^UEA1^+^Ly51^−^ mTECs, EpCAM^+^CD45^−^UEA1^−^Ly51^+^ cTECs, and EpCAM^−^ non-TECs analyzed as in (**C**). (**E, F**) Immunofluorescence analysis of thymus sections from 5-week-old *Ccl21a^tdTomato/+^* mice. tdTomato fluorescence (white) was detected with CCL21 (red) (**E**), Aire, or DCLK1 (magenta) (**F**). White lines indicate capsular outline of the thymus. Blue lines show cortico-medullary junction. Representative data from at least three independent experiments are shown. c, cortex. m, medulla. Scale bar, 200 μm (**E**) or 10 μm (**F**). (**G**) Distribution of tdTomato-expressing cells in the medullary region defined by Krt14 expression. Left panel shows representative tdTomato (red) and Krt14 (white) fluorescence signals in the thymus sections from *Ccl21a^tdTomato/+^* mice. Scale bar, 100 μm. Right panel shows fluorescence intensity profiles of tdTomato (red line) and Krt14 (gray line) signals within the region of interest (ROI) defined by dashed rectangles in the left panel. Medullary regions were equally divided into three areas into pericortical areas (PM) and central area (CM). (**H**) tdTomato intensity (means and standard error of the means [SEMs], *n* = 3) in indicated areas (**G**) and Figure 1—figure supplement 1A were calculated in comparison with total tdTomato intensity within the ROI. n.s., not significant.

**Figure 1—figure supplement 1.**
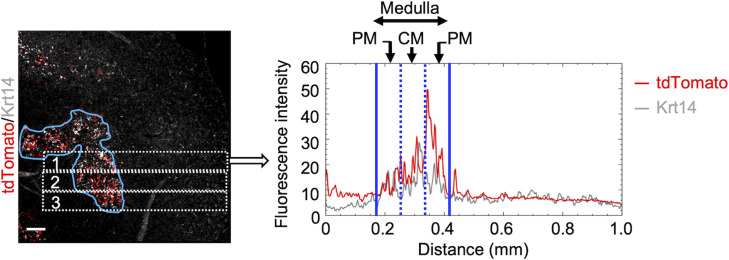
Distribution of *Ccl21a*-expressing cells in postnatal thymus. A replicate of thymus section analysis for postnatal *Ccl21a^tdTomato/+^* mice as in Figure 1E.

Analysis of embryonic thymus showed that CCL21-expressing cells in the central region of the thymus were prominent by embryonic day 15 (E15) (Figure 2A) and detectable as early as E13 (Figure 2B). The localization of CCL21-expressing cells in the central region of embryonic thymus lobes and their expression of Krt14 and Foxn1 ascertained that CCL21-expressing embryonic thymus cells represented mTECs (Figure 2A–C), rather than neighboring CCL21^+^ parathyroid gland cells (Figure 2B), which contribute to the attraction of hematopoietic cells to the pre-vascularized embryonic thymus (Liu et al., 2006). CCL21 proteins were detectable in the medullary region proximal to Ccl21a^tdTomato^-expressing mTECs in the embryonic thymus by E15 (Figure 2D), indicating that Ccl21a^tdTomato^-expressing E15 embryonic mTECs represent functionally relevant CCL21-expressing mTECs. On the other hand, CCL21-expressing mTECs in the embryonic thymus were largely distinct from Aire-expressing mTECs and DCLK1^+^ thymic tuft cells (Figure 2E). Similar to the postnatal thymus, CCL21-expressing mTECs in the embryonic thymus distributed throughout the medullary region and were not enriched in the pericortical areas including the cortico-medullary junctions (Figure 2F, G, Figure 2—figure supplement 1). These results indicate that CCL21-expressing mTECs arise by E15 in the central region of the embryonic thymus.

**Figure 2.**
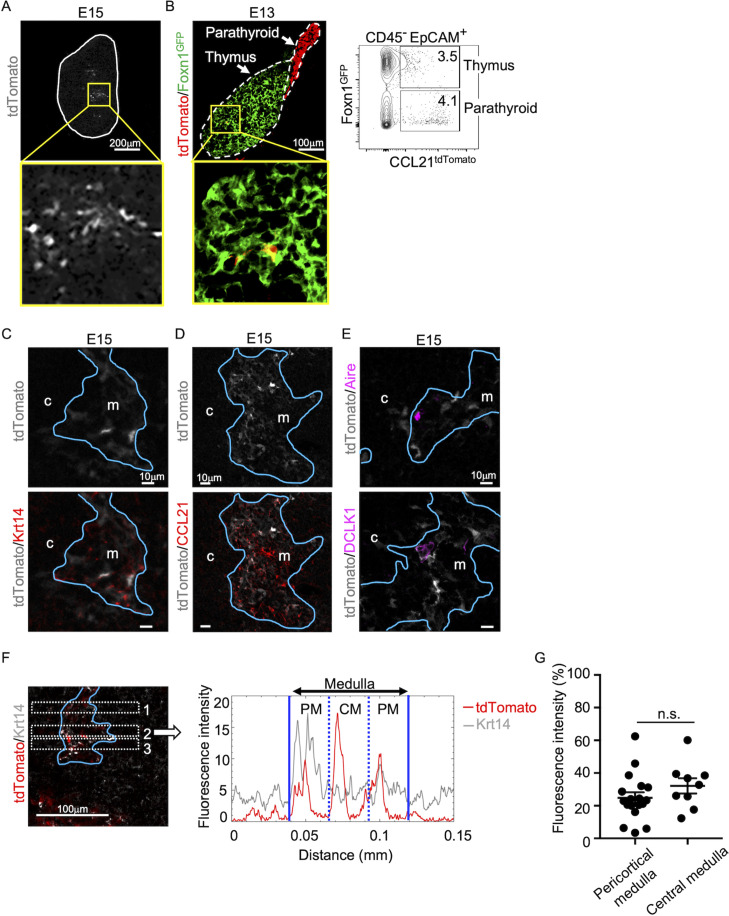
CCL21-expressing medullary thymic epithelial cells (mTECs) in embryonic thymus. (**A**) tdTomato fluorescence (white) detected in thymus sections from E15 *Ccl21a^tdTomato/+^* embryos. White lines indicate the capsular outline of the thymus. The image in central region identified by the box in upper panel is magnified in bottom panel. Representative data from at least three independent experiments are shown. Scale bar, 200 μm. (**B**) tdTomato (red) and GFP (green fluorescence protein) (green) fluorescence in thymus sections from E13 *Ccl21a^tdTomato/+^* × Foxn1-GFP-transgenic embryos (left). Dashed lines show the outlines for the thymus and parathyroid primordia. Central region of the thymus identified by the box in upper panel is magnified in bottom panel. Scale bar, 100 μm. Right panel shows a representative flow cytometric profile for tdTomato and GFP in CD45^−^EpCAM*^+^* epithelial cells. Numbers in the contour plot indicate frequency of cells within indicated area. (**C–E**) Immunofluorescence analysis of thymus sections from E15 *Ccl21a^tdTomato/+^* embryos. tdTomato fluorescence (white) was detected with Krt14 (red) (**C**), CCL21 (red) (**D**), Aire, or DCLK1 (magenta) (**E**). Blue lines show the cortico-medullary junction. Representative data from at least three independent experiments are shown. c, cortex. m, medulla. Scale bar, 10 μm. (**F**) Distribution of tdTomato-expressing cells in the medullary region defined by Krt14 expression. Left panel shows representative tdTomato (red) and Krt14 (white) fluorescence signals in the thymus sections from *Ccl21a^tdTomato/+^* E15 embryos. Scale bar, 100 μm. Right panel shows fluorescence intensity profiles of tdTomato (red line) and Krt14 (gray line) signals within the region of interest (ROI) defined by dashed rectangles in the left panel. The medullary regions were equally divided into three areas into pericortical areas (PM) and central area (CM). (**G**) tdTomato intensity (means and standard error of the means [SEMs], *n* = 3) in indicated areas (**F**) and Figure 1B were calculated in comparison with total tdTomato intensity within the ROI. n.s., not significant.

**Figure 2—figure supplement 1.**
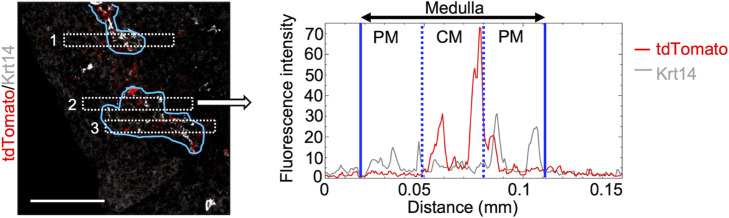
Distribution of *Ccl21a*-expressing cells in embryonic thymus. A replicate of thymus section analysis for E15 *Ccl21a^tdTomato/+^* mice as in Figure 2F.

### Fate mapping of CCL21-expressing cells in thymus

To better understand whether CCL21-expressing mTECs have a developmental potential to give rise to the self-antigen-displaying mTEC subset, we engineered mice in which the P1 bacteriophage-derived *Cre* recombinase gene was knocked-in at *Ccl21a* locus (Figure 3A). We bred *Ccl21a^Cre/+^* mice with mice that carried a ubiquitous CAG promoter-driven loxP-stop-loxP-EGFP (CAG-loxP-EGFP) transgene. In *Ccl21a*-Cre × CAG-loxP-EGFP mice, EGFP expression labeled cells that have transcribed *Ccl21a* previously and/or presently (Figure 3A).

**Figure 3.**
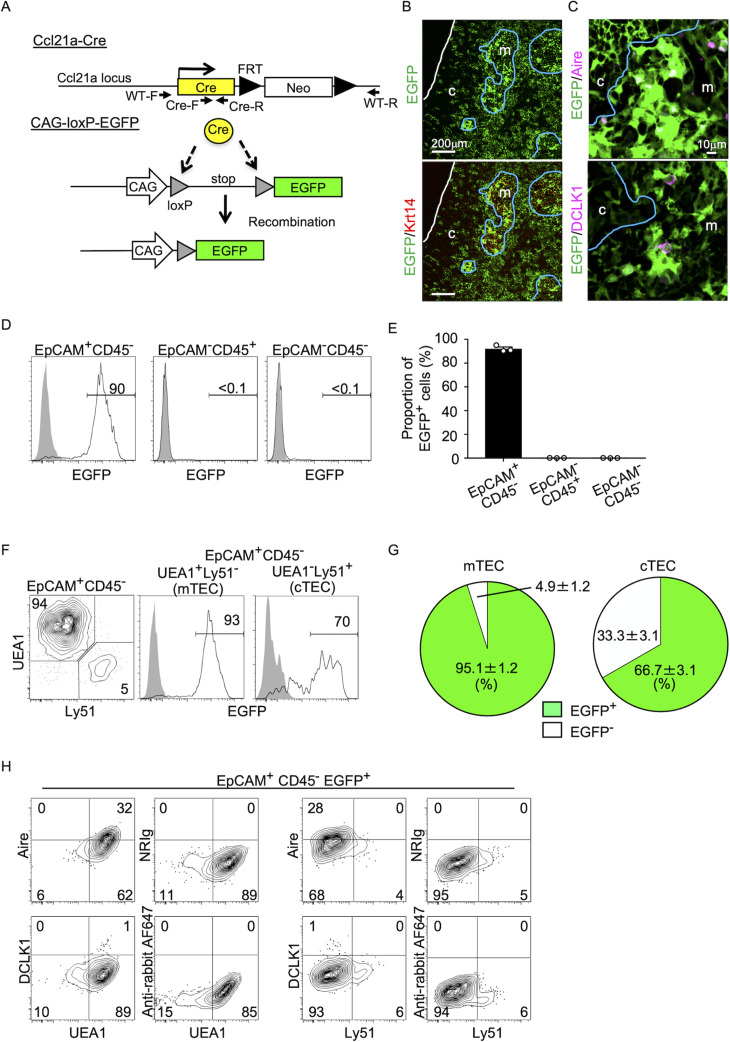
Fate mapping of *Ccl21a*-expressing cells in the thymus. (**A**) Schematic illustration of Cre-dependent *Ccl21a*-specific EGFP expression in *Ccl21a*-Cre × CAG-loxP-stop-loxP-EGFP mice. FRT, flippase recognition target site. Neo, neomycin resistance gene. Arrows indicate PCR primers for allele genotyping. (**B, C**) Immunofluorescence analysis of thymus sections from 3-week-old *Ccl21a*-Cre × CAG-loxP-EGFP mice. EGFP fluorescence (green) was detected with Krt14 (red) (**B**), Aire, or DCLK1 (magenta) (**C**). White lines indicate the capsular outline of the thymus. Blue lines show the cortico-medullary junction. Representative data from at least three independent experiments are shown. c, cortex. m, medulla. Scale bar, 200 μm (**B**) or 10 μm (**C**). (**D**) Flow cytometric analysis of liberase-digested thymus cells isolated from 3-week-old *Ccl21a*-Cre × CAG-loxP-EGFP mice. Histograms show EGFP fluorescence expression in EpCAM^+^CD45^−^ cells (left), EpCAM^−^CD45^+^ cells (middle), and EpCAM^−^CD45^−^ cells (right) prepared from *Ccl21a*-Cre × CAG-loxP-EGFP mice (black histograms) and littermate control (gray shaded histograms). Numbers in histograms indicate frequency of cells within indicated area. (**E**) Proportions (means and standard error of the means [SEMs], *n* = 3) of EGFP^+^ cells in indicated cell populations analyzed as in (**D**). (**F**) Flow cytometric profiles of UEA1 reactivity and Ly51 expression in EpCAM^+^CD45^−^ TECs (left). Histograms show EGFP fluorescence expression in EpCAM^+^CD45^−^UEA1^+^Ly51^−^ medullary thymic epithelial cells (mTECs; middle) and EpCAM^+^CD45^−^UEA1^−^Ly51^+^ cTECs (right) from *Ccl21a*-Cre × CAG-loxP-EGFP mice (black histograms) and littermate control (gray shaded histograms). Numbers in the histograms indicate frequency of cells within indicated area. (**G**) Proportions (means and SEMs, *n* = 3) of EGFP^+^ and EGFP^−^ cells in EpCAM^+^CD45^−^UEA1^+^Ly51^−^ mTECs (left) and EpCAM^+^CD45^−^UEA1^−^Ly51^+^ cTECs (right) analyzed as in (**F**). (**H**) Flow cytometric analysis of liberase-digested thymus cells isolated from *Ccl21a*-Cre × CAG-loxP-EGFP mice at 3 weeks old. Contour plots show Aire (top), DCLK1 (bottom), or isotype control detection with UEA1 reactivity or Ly51 expression in EpCAM^+^CD45^−^EGFP^+^ TECs. Numbers in the plots indicate frequency of cells within the indicated area. Representative data from three independent experiments are shown.

In the postnatal thymus of 3-week-old *Ccl21a*-Cre × CAG-loxP-EGFP mice, EGFP signals in the thymus distributed prominently in the medullary region (Figure 3B). EGFP+ cells in the medulla were detected in Krt14^+^ mTECs (Figure 3B), including Aire^+^ mTECs and DCLK1^+^ thymic tuft cells (Figure 3C). Flow cytometric analysis of enzyme-digested thymus cells showed that EGFP^+^ cells in the thymus were detected exclusively in EpCAM^+^ CD45^−^ TECs and not in EpCAM^−^CD45^+^ hematopoietic cells, including thymocytes and dendritic cells, or EpCAM^−^CD45^−^ cells, including mesenchymal fibroblasts and endothelial cells (Figure 3D and E). Within EpCAM^+^CD45^–^ TECs, approximately 95% of UEA1^+^Ly51^−^ mTECs were EGFP^+^, indicating that a vast majority of mTECs were derived from cells that previously transcribed *Ccl21a* (Figure 3F, G). Flow cytometric analysis also confirmed the detection of Aire^+^UEA1^+^Ly51^−^ cells and DCLK1^+^UEA1^+^Ly51^−^cells in EpCAM^+^CD45^−^ EGFP^+^ TECs (Figure 3H). Thus, self-antigen-displaying mTECs, including Aire^+^ mTECs and DCLK1^+^ thymic tuft cells, which do not presently express CCL21 (Figures 1F, 2E), originate from *Ccl21a*^+^ progenitors.

In the quantitative RT-PCR analysis of *Cre*, *Ccl21a*, and other TEC-associated genes, such as *Aire*, *Tnfrsf11a*, and *Psmb11*, *Cre* was detected specifically in the *Ccl21a*-expressing mTEC^low^ subpopulation, which includes the majority of CCL21-expressing mTECs (Lkhagvasuren et al., 2013), and not in the *Psmb11*-expressing cTECs or the *Aire- and Tnfrsf11a*-expressing mTEC^high^ subpopulation (Figure 4A). These results verify the lineage tracing potential of *Ccl21a*-Cre-expressing cells to differentiate into the mTEC^high^ subpopulation including Aire^+^ mTECs.

**Figure 4.**
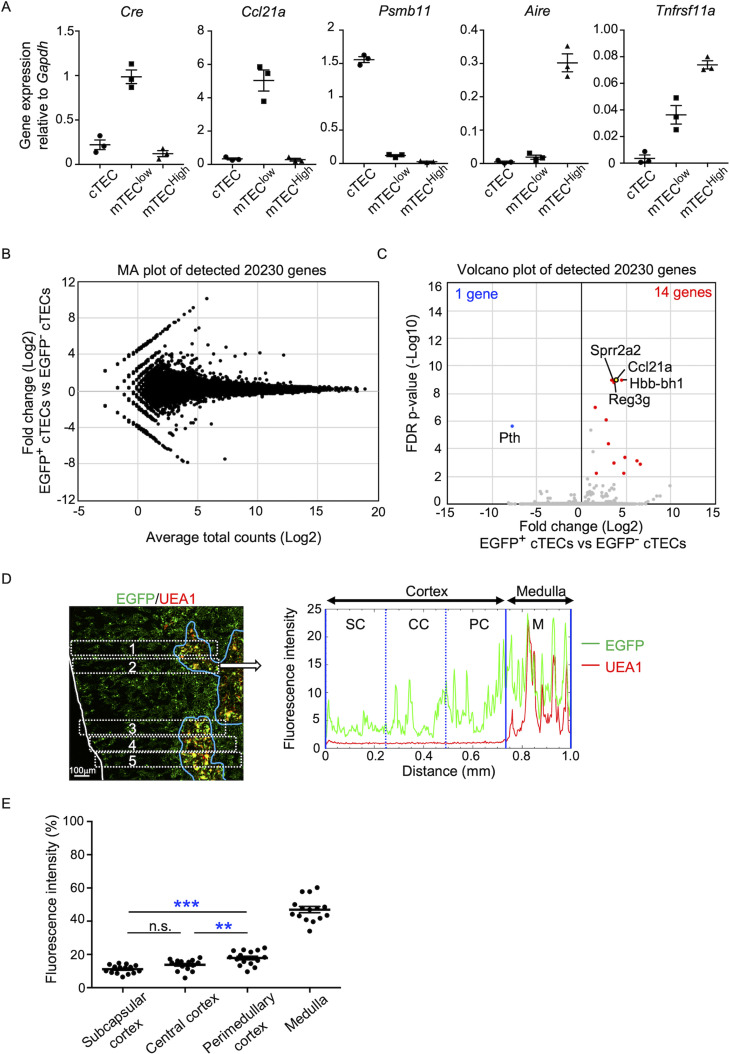
Characterization of cTECs that previously transcribed *Ccl21a*. (**A**) Quantitative RT-PCR analysis of *Cre* and indicated genes (means and standard error of the means [SEMs], *n* = 3) in cTECs (EpCAM^+^CD45^−^UEA1^−^Ly51^+^), mTEC^low^ (EpCAM^+^CD45^−^UEA1^+^Ly51^−^ I-A^low^), and mTEC^high^ (EpCAM^+^CD45^−^UEA1^+^Ly51^−^ I-A^high^) isolated from *Ccl21a^Cre/+^* mice. (**B**) MA plot of 20,230 genes detected in RNA-sequencing analysis of EGFP^+^ and EGFP^−^ cTECs isolated from *Ccl21a*-Cre × CAG-loxP-EGFP mice at 2-week-old. Detected genes are plotted as log_2_ average total counts versus log_2_ fold changes (EGFP^+^ cTECs/EGFP^−^ cTECs). (**C**) Volcano plot analysis of EGFP^+^ and EGFP^−^ cTECs. Detected genes are plotted as log_2_ fold changes (EGFP^+^ cTECs/EGFP^−^ cTECs) versus −log_10_ FDR p-values. Fourteen genes (red symbols) are more highly detected (log_2_ fold change >1.7, FDR p-value <0.05) in EGFP^+^ cTECs than EGFP^−^ cTECs, whereas one gene (blue symbol) is more highly detected (log_2_ fold change <−1.7, FDR p-value <0.05) in EGFP^−^ cTECs than EGFP^+^ cTECs. (**D**) Distribution of EGFP-expressing cells in the thymus. Left panel shows representative fluorescence signals for EGFP (green) in the thymus sections from *Ccl21a*-Cre × CAG-loxP-EGFP mice. The medullary region is defined by UEA1 reactivity (red). White lines indicate the capsular outline of the thymus. Blue lines show the cortico-medullary junction. Scale bar, 100 μm. Right panel shows fluorescence intensity profiles of EGFP (green line) and UEA1 (gray line) signals within the region of interest (ROI) defined by dashed rectangles in the left panel. Cortical regions were equally divided into three areas into subcapsular cortex (SC), central cortex (CC), and perimedullary cortex (PC). M, medulla. (**E**) EGFP intensity (means and SEMs, *n* = 3) in indicated areas (**C**) and Figure 1C were calculated in comparison with total EGFP intensity within the ROI. n.s., not significant. **p < 0.01, ***p < 0.001.

**Figure 4—figure supplement 1.**
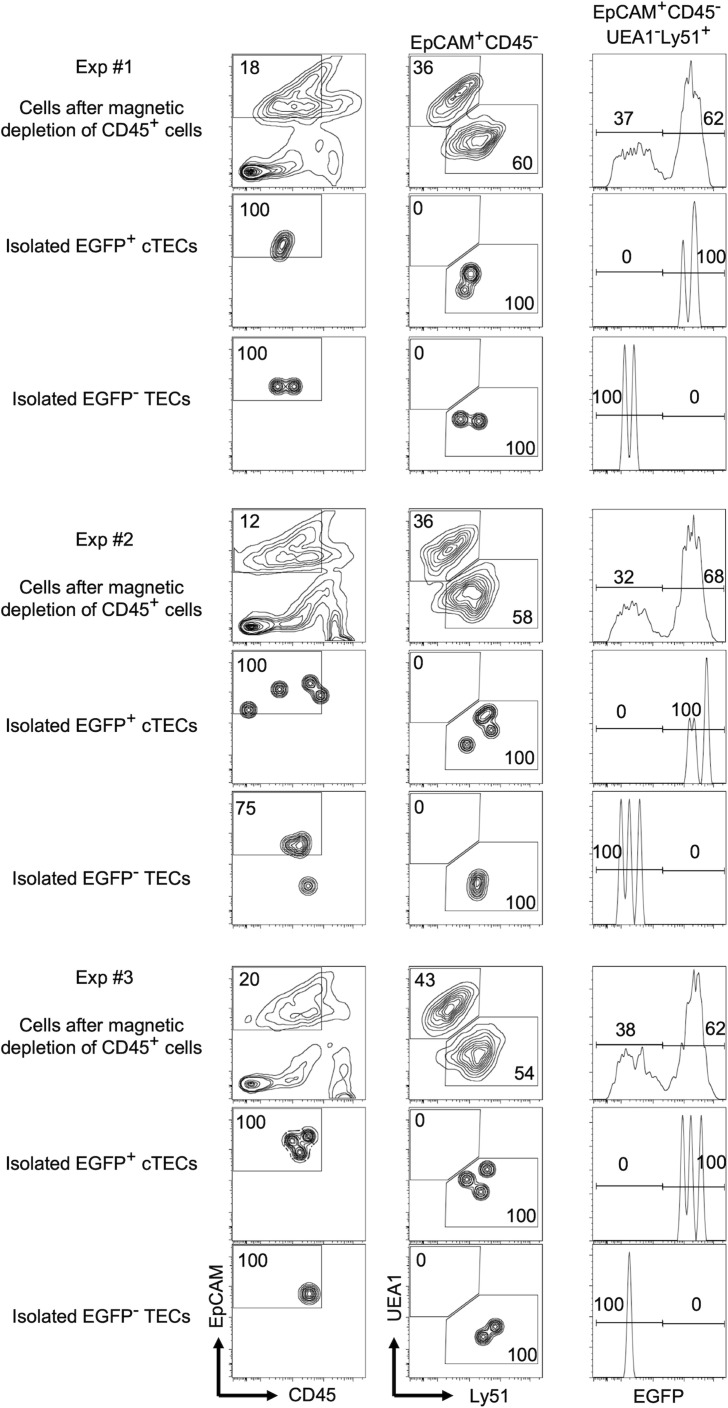
Purity of isolated EGFP^+^ and EGFP^−^ cTECs for transcriptomic analyses. Flow cytometric analysis of indicated cells (*n* = 3) from *Ccl21a*-Cre × CAG-loxP-EGFP mice at 2-week-old. Numbers indicate frequency of cells within indicated areas.

**Figure 4—figure supplement 2.**
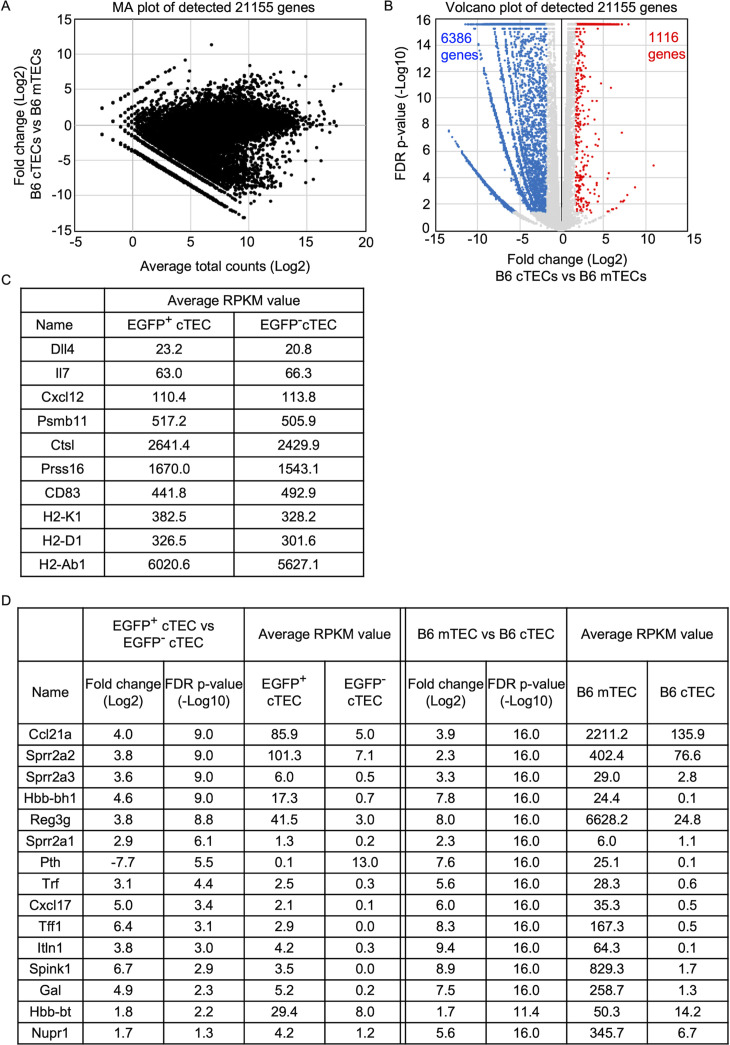
Transcriptomic profiles of cTECs, medullary thymic epithelial cells (mTECs), EGFP^+^ cTECs, and EGFP^−^ cTECs. (**A**) MA plot of 21,155 genes detected in RNA-sequencing analysis of cTECs and mTECs isolated from B6 mice (Ohigashi et al., 2019). Detected genes are plotted as log_2_ average total counts versus log_2_ fold changes (cTECs/mTECs). (**B**) Volcano plot analysis of cTECs and mTECs. Detected genes are plotted as log_2_ fold changes (EGFP^+^ cTECs/EGFP^−^ cTECs) versus −log_10_ FDR p-values. 1116 genes (red symbols) are more highly detected (log_2_ fold change >1.7, FDR p-value <0.05) in cTECs than mTECs, whereas 6386 gene (blue symbol) is more highly detected (log_2_ fold change <−1.7, FDR p-value <0.05) in mTECs than cTECs. (**C**) Average RPKM value of indicated genes detected in EGFP^+^ and EGFP^−^ cTECs from *Ccl21a*-Cre × CAG-loxP-EGFP mice. (**D**) Log_2_ fold changes, −log_10_ FDR p-values, and average RPKM values of genes differently detected between EGFP^+^ and EGFP^−^ cTECs from *Ccl21a*-Cre × CAG-loxP-EGFP mice, and those values in RNA-sequencing analysis of mTECs and cTECs from B6 mice.

**Figure 4—figure supplement 3.**
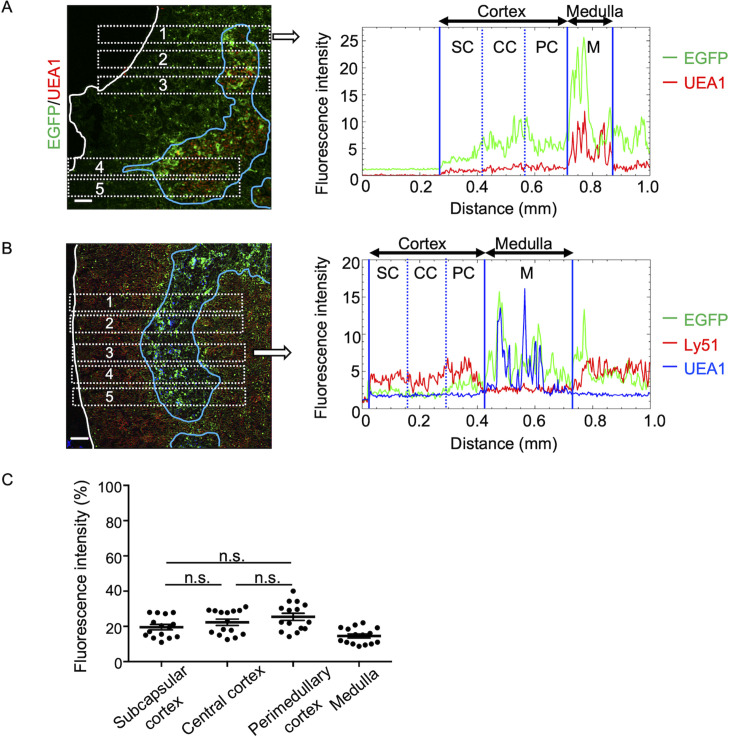
Distribution of EGFP^+^ cells in the thymus. (**A**) A replicate of thymus section analysis for postnatal *Ccl21a*-Cre × CAG-loxP- EGFP mice as in Figure 4D. (**B**) Distribution of Ly51 in the thymus. Left panel shows representative fluorescence signals for Ly51 (red) and EGFP (green) in the thymus sections from *Ccl21a*-Cre × CAG-loxP-EGFP mice. Right panel shows fluorescence intensity profiles of Ly51 (red), EGFP (green), and UEA1 (blue) signals within the region of interest (ROI) defined by dashed rectangles in left panel. Cortical regions were equally divided into three areas as in Figure 4D. (**C**) Ly51 signal intensity (means and standard error of the means [SEMs], *n* = 3) in indicated areas (**D**) were calculated in comparison with total Ly51 signal intensity within the ROI. n.s., not significant.

In addition to mTECs, approximately 66% of UEA1^−^Ly51^+^ cTECs in the postnatal thymus were EGFP^+^ in 3-week-old *Ccl21a*-Cre × CAG-loxP-EGFP mice (Figure 3F, G). Section analysis of the thymus verified the presence of EGFP^+^ cells in the cortex (Figure 3B). Because cTECs do not presently express *Ccl21a* transcripts (Kozai et al., 2017) (also shown in Figure 1B–D), these results indicate that approximately two-thirds of postnatal cTECs are derived from cells that previously transcribed *Ccl21a* (Figure 3F, G). To characterize cTECs that previously transcribed *Ccl21a* and those that did not, we isolated EGFP^+^ and EGFP^−^ cTECs from 2-week-old postnatal *Ccl21a*-Cre × CAG-loxP-EGFP mice (Figure 4—figure supplement 1) and performed deep-sequencing transcriptomic analysis. The MA and volcano plots of RNA-sequencing data demonstrated high similarity in gene expression profiles between EGFP^+^ and EGFP^−^ cTECs among 20,230 genes detected (Figure 4B, C), unlike the pronounced difference in global gene expression profiles between cTECs and mTECs (Figure 4—figure supplement 2A, B). The genes that are relevant for T cell-inducing and positive selection-inducing functions in cTECs, including *Dll4*, *Il7*, *Cxcl12*, *Psmb11*, *Ctsl*, *Prss16*, *Cd83*, *H-2K*, *H-2D*, and *H2-Ab*, were similarly abundant in EGFP^+^ and EGFP^−^ cTECs (Figure 4—figure supplement 2C). These results suggest that cTECs derived from cells that either do or do not transcribe *Ccl21a* are functionally comparable to promote the generation and positive selection of cortical thymocytes.

Only 14 genes, including *Ccl21a*, showed significantly higher expression in EGFP^+^ cTECs than in EGFP^−^ cTECs, whereas only one gene, the parathyroid hormone-encoding *Pth*, showed significantly lower expression in EGFP^+^ cTECs than in EGFP^−^ cTECs (Figure 4C, Figure 4—figure supplement 2D). All the 14 genes that showed significantly higher expression in EGFP^+^ cTECs than in EGFP^−^ cTECs represented genes that showed higher expression in mTECs than in cTECs, and their expression, including *Ccl21a* expression, was much higher in mTECs than in EGFP^+^ cTECs (Figure 4—figure supplement 2D). Interestingly, EGFP^+^ cTECs distributed unequally within the thymic cortex and were detected more frequently in the perimedullary cortical region than in the central cortical region or the subcapsular region of the cortex (Figure 4D, E, Figure 4—figure supplement 3A). In contrast, Ly51^+^ total cTECs did not show such an unequal distribution in the thymic cortex (Figure 4—figure supplement 3B, C). Thus, the intrathymic proximity to the medullary region contributes to the previous expression of *Ccl21a* transcripts in cTECs, suggesting that approximately two-thirds of postnatal cTECs originate from *Ccl21a*^+^ cells generated in the thymic medulla.

Collectively, these fate-mapping experiments demonstrate that a vast majority of mTECs, including the self-antigen-displaying mTEC subset, and approximately two-thirds of cTECs, particularly cTECs in the perimedullary cortical region, are derived from progenitor cells that previously transcribed *Ccl21a*.

### Ccl21a-expressing mTECs arise early in central region of thymus primordium

It is further interesting to note that EGFP^+^ cells within Foxn1^+^ mTECs were detected in the central region of the thymus primordium in *Ccl21a*-Cre × CAG-loxP-EGFP mice as early as E11 (Figure 5A). The detection of EGFP^+^ cells occurred earlier in the ontogeny than the detection of Ccl21a^tdTomato+^ mTECs by E13 (Figure 2B) and CCL21-protein-expressing mTECs by E15 (Figure 2D). These sequential detections suggested that low-level *Ccl21a* transcription initiated as early as E11 during thymus organogenesis was sufficient to produce functional Cre proteins to mediate the expression of CAG-promoter-dependent EGFP proteins, but failed to produce a detectable amount of tdTomato or CCL21 proteins. Subsequent elevation of *Ccl21a* transcription level resulted in the production of detectable amounts of tdTomato proteins followed by CCL21 proteins. Indeed, single-cell RNA-sequencing analysis of *Ccl21a* transcript counts demonstrated that *Ccl21a* expression levels within individual *Epcam^+^Foxn1*^+^ TECs elevated during the embryogenesis from E12 to E14 (Figure 5B). At E14, *Ccl21a*^low^ cells were detected at an equivalent frequency in β5t^+^ and β5t^−^ TEC populations (Figure 5B). *Ccl21a* transcription in CCL21-expressing mTECs was further elevated from embryonic to postnatal development, as shown by single-cell RNA-sequencing analysis of *Ccl21a* transcript counts (Figure 5B) and verified by flow cytometric analysis of *Ccl21a*-dependent tdTomato expression levels (Figure 5C). Importantly, *Ccl21a^+^Foxn1*^+^ mTECs detected during early thymus organogenesis were localized in the central region of the thymus primordium and were anatomically and transcriptomically distinguishable from *Ccl21a^+^Gcm2*^+^ parathyroid epithelial cells (Figures 2B and 5A, D). These results reveal that *Ccl21a*^+^ mTECs develop in the central region of the thymus primordium as early as E11 before the generation of detectably CCL21 protein-expressing mTECs in the embryonic thymus by E15.

**Figure 5.**
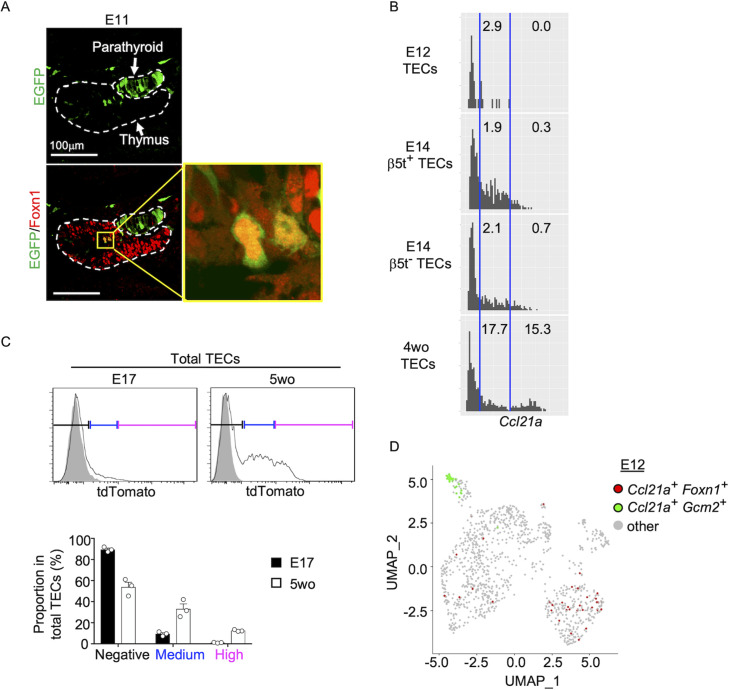
*Ccl21a*-expressing medullary thymic epithelial cells (mTECs) during early thymus organogenesis. (**A**) Immunofluorescence analysis of thymus section from *Ccl21a*-Cre × CAG-loxP-EGFP E11 embryos. EGFP (green) and Foxn1 (red) were analyzed as indicated. Dashed lines show the outline of the thymus and parathyroid primordia. Image in yellow box in the middle of the thymus is magnified in right panel. Scale bar, 100 μm. Representative data from two independent experiments are shown. (**B**) Single-cell RNA-sequencing analysis of *Epcam^+^Foxn1^+^* TECs from E12, E14, and 4-week-old β5t-Venus knock-in mice. Normalized log transcript counts of *Ccl21a* mRNA (*x*-axis) and cell numbers (*y*-axis) are plotted. For E14 TECs, β5t-Venus^+^ and β5t-Venus^−^ TECs were sorted and analyzed in parallel. Numbers in histograms indicate frequency of cells within indicated area. (**C**) Flow cytometric analysis of tdTomato expression in EpCAM^+^CD45^−^ TECs isolated from E17 embryonic and 2-week-old postnatal *Ccl21a^tdTomato/+^* mice (black histograms) and WT mice (gray shaded histograms). Bottom plots indicate the proportions (means and standard error of the means [SEMs], *n* = 3) of tdTomato^negative^ (black), tdTomato^medium^ (blue), and tdTomato^high^ (magenta) cells within EpCAM^+^CD45^−^ TECs as defined in top histograms. (**D**) Single-cell RNA-sequencing analysis of *Epcam^+^* E12 embryonic pharyngeal epithelial cells. Dots indicate Uniform Manifold Approximation and Projection (UMAP) plot of *Ccl21a^+^Foxn1*^+^ mTECs (red), *Ccl21a^+^Gcm2*^+^ parathyroid epithelial cells (green), and other cells (gray).

### CCL21-expressing mTECs are distinct from RANK-expressing mTECs

Along with the fate-mapping detection of the developmental potential in *Ccl21a*^+^ cells, the early and temporal detection of *Ccl21a*^+^ mTECs and CCL21-expressing mTECs during embryogenesis tempted us to speculate that *Ccl21a*^+^ mTECs, and even CCL21-expressing mTECs, might possess mTEC progenitor activity. Previous studies reported that embryonic thymus develops RANK-expressing mTEC-restricted progenitors, which have a developmental capability to give rise to self-antigen-displaying mTECs, including Aire^+^ mTECs (Baik et al., 2016; Akiyama et al., 2016). RANK-expressing mTEC progenitors arise in the thymus during embryogenesis downstream of mTEC stem cells, which originate from cTEC-trait-expressing bipotent progenitors (Takahama et al., 2017; Baik et al., 2016; Akiyama et al., 2016; Sekai et al., 2014; Ohigashi et al., 2015). We next examined whether CCL21-expressing mTECs might overlap with RANK-expressing mTEC progenitors in *Ccl21a^tdTomato^ Tnfrsf11a(RANK)^Venus^* embryonic thymus. Interestingly, however, we found that CCL21- and RANK-expressing mTECs were largely distinct cell populations within the embryonic thymus (Figure 6A, B), although they were closely localized within the medullary region (Figure 6A). 

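To compare their transcriptomes, CD45-EpCAM+ TECs were sorted at E17 from embryos that carry a tdTomato reporter in the *Ccl21a* gene and a Venus reporter of *Tnfrsf11a*, the gene that encodes RANK. The RNA-sequencing data comprised 8 libraries, with 3 of CCL21+RANK- TECs, 3 of CCL21-RANK+ TECs, and 2 of CCL21-RANK- TECs. The methods name the Illumina TruSeq Stranded Total RNA kit and CLC Genomics Workbench, whereas the sample records name the NEBNext Ultra II Directional kit. The authors deposited one table of expected counts from RSEM, a program that divides a read matching several genes among them. Its 55450 gene identifiers all matched GENCODE release M21 of the mouse genome GRCm38. Between 4.47% and 5.94% of the values per library were not whole numbers, and the values were rounded for the count tests. The totals were 59677315, 46003128, and 55116911 counts in the CCL21+RANK- libraries, 57286762, 50146730, and 42751839 in the CCL21-RANK+ libraries, and 67451440 and 71625282 in the CCL21-RANK- libraries. The noncoding gene *Gm26917* took 6.89% to 19.4% of each library and *Gm42418* took 1.47% to 10.7%, which lowers the RPKM of the other genes. RPKM values were calculated from the library totals and the summed exon length of each gene. Differential expression was tested with the quasi-likelihood method of edgeR after TMM normalization in one fit of all 8 libraries, over the 21451 genes kept by its expression filter. A gene was called at the thresholds of Figure 6D, with RPKM taken as the mean of the higher group. *Ccl21a* was highest in CCL21+RANK- TECs and *Tnfrsf11a* in CCL21-RANK+ TECs, but *Ccl21a* was also 12.6-fold higher in CCL21-RANK+ than in CCL21-RANK- TECs (adjusted p = 2.49e-05 from edgeR). *Ccl21a* (chromosome 4, 42772860 to 42773993) was at 561, 346, and 305 RPKM in the CCL21+RANK- libraries, 152, 95.9, and 78.2 RPKM in the CCL21-RANK+ libraries, and 6.88 and 8.87 RPKM in the CCL21-RANK- libraries. *Tnfrsf11a* (chromosome 1, 105780718 to 105847981) was at 8.78, 9.44, and 10.3 RPKM in the CCL21+RANK- libraries, 111, 93.1, and 107 RPKM in the CCL21-RANK+ libraries, and 2.62 and 2.26 RPKM in the CCL21-RANK- libraries. The level of *Ccl21a* is uncertain because the near-identical copies *Gm21541* and *Gm13304* share its reads, and *Ccl21a* held 92.1% to 94.7% of the summed Ccl21 counts in CCL21+RANK- libraries but 60.9% to 77.4% in CCL21-RANK+ libraries.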

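In a principal component analysis of log2 CPM with each gene scaled to unit variance, the first component held 53.6% of the variance and the second held 17.7%. The 3 CCL21-RANK+ libraries lay between 110 and 151 on the first component, apart from the CCL21+RANK- libraries between -82.9 and -69.6. The CCL21+RANK- and CCL21-RANK- libraries overlapped there and parted on the second component, where CCL21+RANK- libraries lay between -82.9 and -34.4 and CCL21-RANK- libraries at 75.97 and 80.05. The separation of the 3 groups was larger than that of every other division of the 8 libraries (pseudo-F of 5.54, exact permutation test over 280 divisions, p = 0.00357, the smallest it can give). The shares depended most on the choice of genes, and the 500 most variable genes gave 92.6% on the first component. Between CCL21+RANK- and CCL21-RANK+ TECs, 6617 of the 21451 genes were called, with 3311 higher in CCL21+RANK- TECs and 3306 higher in CCL21-RANK+ TECs. The count changed most when only the adjusted p-value was required, which gave 11516 genes. With the replicate number as a block, 6616 genes were called. The deviations of same-numbered CCL21+RANK- and CCL21-RANK+ libraries from their group means had a mean correlation of 0.0817 across genes. The mean for libraries with different numbers was -0.0408. Centring on the group means ties this value to the first, so it is not a separate reference. The 3 libraries of one group did not overlap those of the other in 61.2% of the tested genes, where chance gives 10%.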

RNA-sequencing analysis of CCL21^+^RANK^-^ and CCL21^−^RANK^+^ TECs highly purified from *Ccl21a^tdTomato^ Tnfrsf11a(RANK)^Venus^* embryonic thymus (Figure 6—figure supplement 1) demonstrated that CCL21-expressing mTECs were markedly different from RANK-expressing mTECs in global gene expression profiles (Figure 6C). Gene ontology enrichment analysis ascertained the difference in global gene expression profiles in CCL21- and RANK-expressing mTECs (Figure 6D). Indeed, CCL21-expressing mTECs retained more cTEC-trait genes, including *Psmb11*, *Cxcl12*, *Cd83*, and *Ackr4*, than RANK-expressing mTECs (Figure 6E), suggesting that in comparison with RANK-expressing mTECs, CCL21-expressing mTECs are more recently derived from cTEC-trait-expressing bipotent TEC progenitors. However, similar to RANK-expressing mTECs, CCL21-expressing mTECs expressed equivalent levels of some mTEC-trait transcripts, including *Krt5* and *Krt14* (Figure 6E). 

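Gene ontology was not analysed here, and the Reactome gene sets stood in for it. The background was the 4569 genes that passed the expression threshold in CCL21+RANK- or CCL21-RANK+ TECs and belong to a Reactome set. Among its 1276 genes called higher in CCL21-RANK+ TECs were 180 genes of the Cell Cycle set, where 127 were expected (Fisher's exact test, one-sided, Benjamini-Hochberg adjusted p = 5.18e-07). The M Phase set had 89 genes against 62.8 expected (adjusted p = 0.00173 from the same Fisher's test). With the replicate number as a block in edgeR's fit, the adjusted p-values of these sets were 9.4e-07 and 0.00351. M Phase was less stable. Its adjusted p from Fisher's test was 0.0507 without CCL21+RANK- replicate 1 and 0.0639 without CCL21-RANK+ replicate 2. Without histone genes it was 0.0625. Of 96 expressed S and G2/M phase genes listed in the Seurat package, 77 were called higher in CCL21-RANK+ TECs and 0 higher in CCL21+RANK- TECs. Over all 97 listed genes the median log2 fold change was -1.23. Metabolism of lipids and lipoproteins was not enriched in CCL21-RANK+ TECs (126 genes against 108 expected, adjusted p = 0.19 from the same Fisher's test). Nor was the Toll Like Receptor 4 cascade, the set chosen for the response to lipopolysaccharide (20 genes against 22.6 expected). The 1015 background genes called higher in CCL21+RANK- TECs were enriched for Extracellular matrix organization, with 68 genes against 39.5 expected, and for Cell-Cell communication, with 36 against 20.0. Their adjusted p-values from the same Fisher's test were 0.000512 and 0.00708. Both lost significance when limma's camera ranked all genes in place of the called genes (adjusted p = 0.77 and 0.217), and cell-cell communication also with DESeq2's size factors (adjusted p = 0.0826). With camera, Extracellular matrix organization pointed toward CCL21-RANK+ TECs instead. The median log2 fold change of its 249 tested genes was -0.582. Generic Transcription Pathway was not enriched in CCL21+RANK- TECs (38 genes against 32.2 expected, adjusted p = 0.628 from the same Fisher's test).

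The largest fold changes toward CCL21+RANK- TECs were those of *Pth*, *Chga*, *Sparcl1*, *Spink8*, and *Gcm2*, with log2 fold changes of 10.52, 8.45, 7.12, 6.94, and 6.67. *Pth*, which encodes parathyroid hormone, was at 1585 ± 1227 RPKM (SD, n = 3) in CCL21+RANK- TECs, 1.16 ± 0.640 (SD, n = 3) in CCL21-RANK+ TECs, and 10.6 ± 2.499 (SD, n = 2) in CCL21-RANK- TECs. All of these genes were highest in replicate 1 of the CCL21+RANK- TECs. The paper describes CCL21+ parathyroid cells beside the embryonic thymus and marks such cells by *Gcm2*. Parathyroid cells sorted together with CCL21+ TECs are a candidate source, which bulk libraries cannot tell apart from expression within mTECs. The largest fold changes toward CCL21-RANK+ TECs were those of *Hrnr*, *Gal3st2b*, *Igkc*, *Gstm3*, and *Cdkn2a*. Each of the 3 CCL21+RANK- libraries had 0 counts of all of them, and they were at least 238-fold, 179-fold, 179-fold, 173-fold, and 158-fold higher in CCL21-RANK+ TECs.

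**Figure D1:**
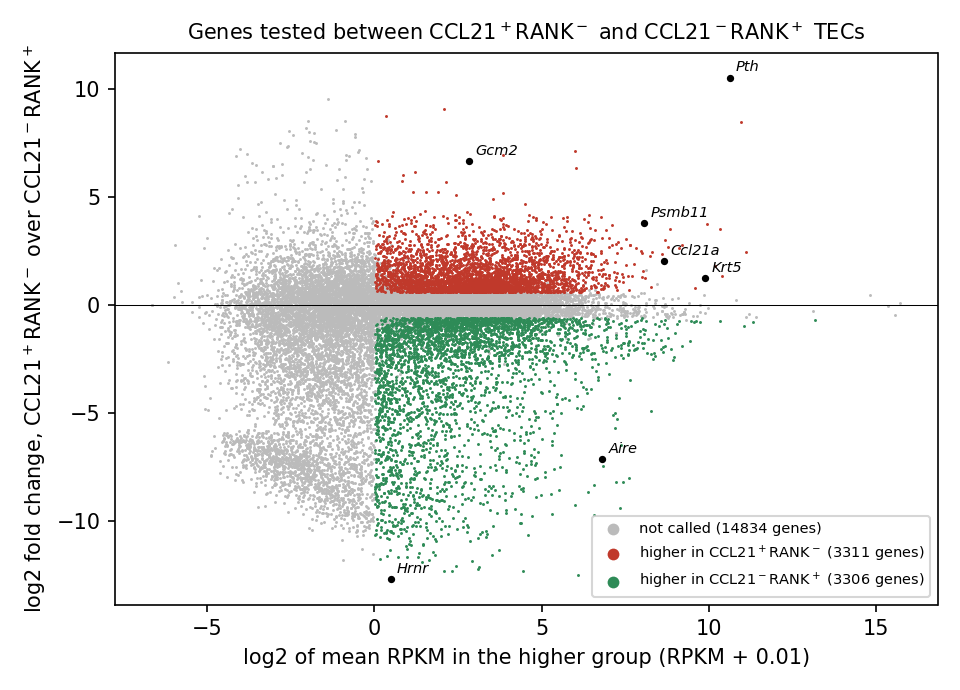
Each point is 1 of the 21451 genes tested, plotted by the log2 of its mean RPKM in the higher group (x axis) and its log2 fold change of CCL21+RANK- over CCL21-RANK+ TECs (y axis). Called genes are red (3311 higher in CCL21+RANK- TECs) or green (3306 higher in CCL21-RANK+ TECs), and the fold changes at the bottom belong to genes with almost no counts in CCL21+RANK- libraries, which makes their size uncertain.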

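*Psmb11* (chromosome 14, 54621433 to 54629556) was at 267 ± 65.1 RPKM (SD, n = 3) in CCL21+RANK- TECs and 20.7 ± 10.8 RPKM (SD, n = 3) in CCL21-RANK+ TECs. *Cxcl12* (chromosome 6, 117168535 to 117181367) was at 85.4 ± 2.67 RPKM and 5.18 ± 2.36 RPKM (SD, n = 3 each). *Cd83* (chromosome 13, 43784775 to 43803132) was at 71.1 ± 7.68 RPKM and 7.63 ± 1.55 RPKM, and *Ackr4* (chromosome 9, 104084157 to 104126933) was at 23.9 ± 3.33 RPKM and 2.29 ± 0.809 RPKM (SD, n = 3 each). Their log2 fold changes were 3.78, 4.14, 3.34, and 3.48, with standard errors of 0.38, 0.32, 0.16, and 0.26. The adjusted p-values from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 2.74e-05, 5e-06, 5.07e-07, and 4.68e-06. With any single library left out, these fold changes stayed between 3.15 and 4.62. Every CCL21+RANK- library was above every CCL21-RANK+ library for each gene, although 3 libraries against 3 cannot give an exact permutation p below 0.1. *Dll4*, *Il7*, *Prss16*, *Ctsl*, and *Enpep* were also higher in CCL21+RANK- TECs, with log2 fold changes from 2.12 to 3.77. None of *Psmb11*, *Cxcl12*, *Cd83*, and *Ackr4* was called between CCL21+RANK- and CCL21-RANK- TECs in the fit of all libraries (log2 fold changes from -0.52 to -0.16, edgeR adjusted p from 0.254 to 0.872). However, both CCL21-RANK- libraries were above all 3 CCL21+RANK- libraries for *Cxcl12* and *Ackr4*, and *Ackr4* had an edgeR adjusted p of 0.024 when only the libraries of these groups were fitted. Of the 3311 genes called higher in CCL21+RANK- than in CCL21-RANK+ TECs, 2518 were also higher in CCL21-RANK- than in CCL21-RANK+ TECs.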

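*Krt14* (chromosome 11, 100203162 to 100207548) was at 52.7 ± 9.94 RPKM (SD, n = 3) in CCL21+RANK- TECs and 65.9 ± 17.7 RPKM (SD, n = 3) in CCL21-RANK+ TECs. The libraries of the groups overlapped, and the log2 fold change was -0.18 (standard error 0.21, adjusted p = 0.487 from edgeR's quasi-likelihood test). *Krt5* (chromosome 15, 101707070 to 101712898) was at 953 ± 89.0 RPKM in CCL21+RANK- TECs and 434 ± 109 RPKM in CCL21-RANK+ TECs (SD, n = 3 each). Its log2 fold change was 1.25 (standard error 0.23, adjusted p = 0.00124 from the same edgeR test) and stayed between 1.11 and 1.51 with any library left out. Both genes were lower in CCL21-RANK- TECs, at 7.89 ± 0.202 RPKM for *Krt14* and 140 ± 25.4 RPKM for *Krt5* (SD, n = 2). Against CCL21-RANK- TECs, the log2 fold changes of CCL21+RANK- TECs were 2.75 and 2.76 and those of CCL21-RANK+ TECs were 2.94 and 1.51, each called.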

Among the genes associated with TEC progenitor activity (Senoo et al., 2007; Wallin et al., 1996; Ulyanchenko et al., 2016; Lucas et al., 2023; Hamazaki et al., 2007; Wong et al., 2014), *Trp63* and *Pax1* were predominant in CCL21-expressing mTECs, whereas *Plet1*, *Krt19*, *Cldn3*, *Cldn4*, and *Ly6a* were readily detectable in RANK-expressing mTECs (Figure 6E). Thus, CCL21-expressing mTECs in embryonic thymus are largely distinct from RANK-expressing mTECs, whereas CCL21- and RANK-expressing mTECs are proximally localized with each other within the thymus medulla.

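*Trp63* (chromosome 16, 25683763 to 25892102) was at 74.6 ± 5.78 RPKM (SD, n = 3) in CCL21+RANK- TECs and 19.5 ± 6.31 RPKM (SD, n = 3) in CCL21-RANK+ TECs, a log2 fold change of 2.04. *Pax1* (chromosome 2, 147361925 to 147393295) was at 253 ± 39.2 RPKM and 47.5 ± 13.7 RPKM (SD, n = 3 each), a log2 fold change of 2.51. Their adjusted p-values were 6.35e-05 and 1.65e-05 from edgeR's quasi-likelihood test. In CCL21-RANK- TECs both were near the CCL21+RANK- level, at 64.9 ± 1.08 RPKM for *Trp63* and 292 ± 14.1 RPKM for *Pax1* (SD, n = 2). In the opposite direction, *Krt19* was at 18.5 ± 8.41 RPKM in CCL21-RANK+ TECs and 2.19 ± 0.692 RPKM in CCL21+RANK- TECs, *Cldn3* at 39.7 ± 15.3 RPKM and 7.44 ± 4.85 RPKM, and *Cldn4* at 34.2 ± 17.4 RPKM and 6.09 ± 3.36 RPKM (SD, n = 3 each). The log2 fold changes of CCL21+RANK- over CCL21-RANK+ TECs were -2.93, -2.28, and -2.35, with edgeR adjusted p-values of 0.000253, 0.00162, and 0.000836. *Ly6a* was at 16.7 ± 13.2 RPKM in CCL21-RANK+ TECs and 6.295 ± 0.963 RPKM in CCL21+RANK- TECs (SD, n = 3 each). Its log2 fold change of -1.25 had an edgeR adjusted p of 0.0343. With one library left out this ranged from 0.0156 to 0.145, and it was above 0.05 without any one of the 3 CCL21+RANK- libraries or replicate 1 of the CCL21-RANK+ libraries. *Plet1* was low in every group, at 2.15 ± 1.55 RPKM in CCL21-RANK+ TECs, 1.29 ± 0.137 RPKM in CCL21+RANK- TECs (SD, n = 3 each), and 1.04 ± 0.279 RPKM in CCL21-RANK- TECs (SD, n = 2). The difference between CCL21+RANK- and CCL21-RANK+ TECs was within the spread of the libraries (log2 fold change -0.58, standard error 0.46, edgeR adjusted p = 0.32), and its direction changed without replicate 1 of the CCL21-RANK+ TECs.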

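The CCL21-RANK- TECs gave a scale for the difference between the sorted populations. Over all tested genes, each scaled to unit variance, the mean Euclidean distance between a CCL21+RANK- and a CCL21-RANK+ library was 244 (from 230 to 263 over 9 pairs). Between a CCL21+RANK- and a CCL21-RANK- library it was 169 (from 156 to 184 over 6 pairs). Between a CCL21-RANK+ and a CCL21-RANK- library it was 244 (from 219 to 272 over 6 pairs). CCL21-RANK+ libraries were thus as far from CCL21-RANK- as from CCL21+RANK- libraries on average. Libraries of the same group were 135 apart on average among CCL21+RANK- TECs, 149 among CCL21-RANK+ TECs, and 109 among CCL21-RANK- TECs. Against CCL21-RANK- TECs, 1720 genes were called in CCL21+RANK- TECs and 6332 genes in CCL21-RANK+ TECs by the same test and thresholds. Leaving out one library gave from 1236 to 2066 genes for the first count and from 5820 to 6547 for the second. The formal test of a fold change over 1.5 lowered them to 676 and 4729. With the replicate number as a block, they were 1913 and 6324. From imaging and flow cytometry (Figure 6A, B) together with the global profiles, gene categories, and genes of Figure 6C–E, the paper concludes that the 2 reporter-marked populations are largely distinct despite their proximity in the medulla.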

**Figure 6.**
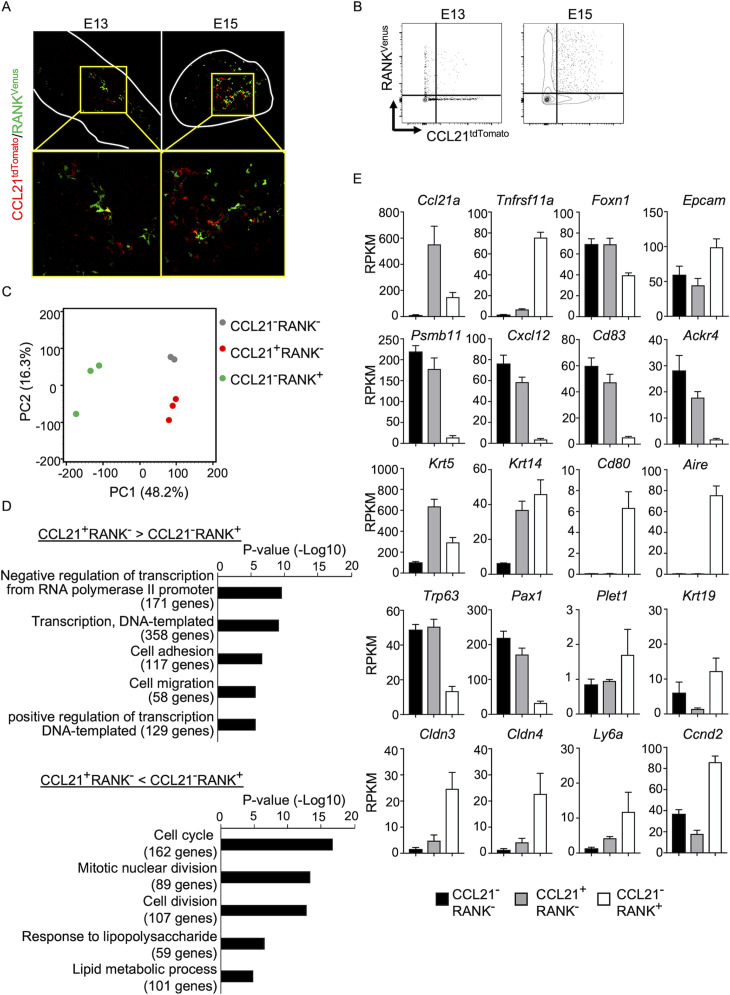
CCL21-expressing medullary thymic epithelial cells (mTECs) are distinct from RANK-expressing mTECs. (**A**) Immunofluorescence analysis of tdTomato (red) and Venus (green) signals in thymus sections from *Ccl21a^tdTomato/+^Tnfrsf11a(RANK)^Venus^* mice at indicated embryonic age. White lines indicate the capsular outline of the thymus. Images in boxed regions in upper panels are magnified in bottom panels. Representative data from at least three independent experiments are shown. (**B**) Flow cytometric profiles of tdTomato and Venus fluorescence signals in EpCAM^+^CD45^−^ TECs isolated from *Ccl21a^tdTomato^ Tnfrsf11a(RANK)^Venus^* mice at indicated embryonic age. (**C**) Principal component analysis of RNA-sequencing data of indicated cell populations isolated from *Ccl21a^tdTomato/+^Tnfrsf11a(RANK)^Venus^* E17 embryos. (**D**) Enrichment analysis of ontology for genes that are differently expressed (RPKM >1, fold change >1.5 or <—1.5, FDR p-value <0.05) between CCL21^+^RANK^−^ and CCL21^−^RANK^+^ TECs. Bars show the adjusted p-values of the top five categories enriched in CCL21^+^RANK^−^ TECs (top) and CCL21^−^RANK^+^ TECs (bottom). Numbers in parentheses indicate the number of categorized genes. (**E**) RPKM values of indicated genes detected in RNA-sequencing analysis.

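Among the genes of Figure 6E that the text does not discuss, *Foxn1* was at 94.6 ± 9.99 RPKM in CCL21+RANK- TECs and 53.4 ± 2.31 RPKM in CCL21-RANK+ TECs, and *Epcam* at 59.6 ± 16.7 RPKM and 133 ± 19.8 RPKM (SD, n = 3 each). Their log2 fold changes were 0.94 and -1.03, with edgeR adjusted p-values of 5.7e-05 and 0.00127. *Ccnd2* was at 25.1 ± 5.66 RPKM in CCL21+RANK- TECs, 121 ± 7.11 RPKM in CCL21-RANK+ TECs (SD, n = 3 each), and 47.3 ± 3.29 RPKM in CCL21-RANK- TECs (SD, n = 2). *Aire* reached 113 ± 18.4 RPKM in CCL21-RANK+ TECs (SD, n = 3), against 0.747 ± 0.1002 RPKM in CCL21+RANK- TECs (SD, n = 3) and 0.465 ± 0.488 RPKM in CCL21-RANK- TECs (SD, n = 2). *Cd80* was at 8.91 ± 3.17 RPKM in CCL21-RANK+ TECs and below 0.1 RPKM on average in the other groups. For *Aire* and *Cd80* the log2 fold changes of CCL21+RANK- over CCL21-RANK+ TECs were -7.11 and -7.45, with edgeR adjusted p-values of 6.67e-06 and 2.85e-05.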

**Figure 6—figure supplement 1.**
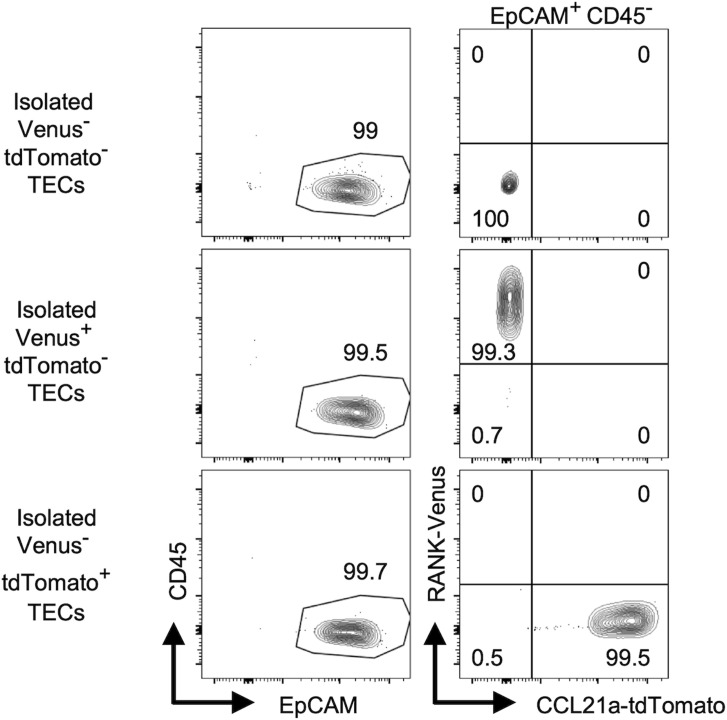
Purity of isolated TECs for transcriptomic analysis. Shown are flow cytometric profiles of indicated cells from *Ccl21a^tdTomato^ Tnfrsf11a(RANK)^Venus^* E17 mice. Numbers indicate frequency of cells within indicated areas.

Nonetheless, it is important to point out that fate-mapping experiments using *Ccl21a*-Cre × CAG-loxP-EGFP mice were unable to distinguish whether TEC progenitor activity resides in CCL21-expressing mTECs generated within the thymus or in CCL21-expressing non-mTECs including neighboring parathyroid cells.

### Developmental potential of CCL21-expressing mTECs

To directly examine whether CCL21-expressing mTECs have a developmental potential to give rise to self-antigen-displaying mTECs, we finally traced the fate of CCL21-expressing mTECs within the thymus microenvironment. To do so, we employed reaggregate thymus organ culture experiments (Anderson et al., 1993; White et al., 2008) where RelB-deficient thymic stromal cells do not generate any functional mTECs (Weih et al., 1995; Burkly et al., 1995). Reaggregate thymuses were transplanted under mouse kidney capsules for reconstitution with hematopoietic cells derived from recipient mice. In this experimental condition, RelB-deficient thymic stromal cells were reaggregated with tdTomato-expressing mTECs highly purified from *Ccl21a^tdTomato^* E17 embryos (Figure 8—figure supplement 1). Ccl21a^tdTomato+^ mTECs had already become functional CCL21-protein-expressing mTECs by E17 (Figure 2), and the accumulation of CD4^+^CD8^-^ and CD4^-^CD8*^+^* thymocytes in E17 thymic medullary region was defective in mice deficient in CCL21 (Figure 7A–C), so that the reaggregate thymus experiments would address whether functionally relevant CCL21-expressing mTECs give rise to other mTEC subpopulations including Aire^+^ mTECs.

**Figure 7.**
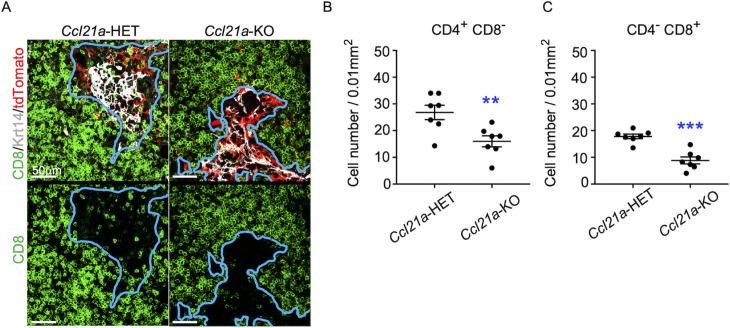
CCL21-expressing medullary thymic epithelial cells (mTECs) in E17 embryos are functional in thymocyte attraction. (**A**) Immunofluorescence analysis of CD4, CD8, Krt14, and tdTomato in thymus sections from heterozygous (*Ccl21a^tdTomato/+^*) control mice or homozygous (*Ccl21a^tdTomato/tdTomato^*) CCL21-deficient mice at E17. E17 thymus sections were stained for CD4, CD8, and Krt14. Representative images for Krt14 (white), tdTomato fluorescence (red), and CD8 (green) expressions are shown. Blue lines indicate cortico-medullary junctions, according to the distribution of Krt14-expressing mTECs. tdTomato-positive cells were localized in the medullary regions. Scale bar, 50 μm. (**B, C**) Graphs show the means and standard error of the means (SEMs; *n* = 3) of the numbers of CD4^+^CD8^−^ (**B**) and CD4^−^CD8^+^ (**C**) thymocytes per unit area (0.01 mm^2^) in the medullary regions. **p < 0.01; ***p < 0.001.

We found that Ccl21a^tdTomato^-positive EpCAM^+^CD45^−^ mTECs isolated from *Ccl21a^tdTomato/+^* E17 embryos generated Aire^+^Krt14^+^ mTECs in the thymus reaggregated with RelB-deficient thymic stromal cells (Figure 8A). Aire^+^Krt14^+^ mTECs also developed from an equal number of parallelly isolated *Ccl21atdTomato*-negative EpCAM^+^CD45^−^ TECs (Figure 8B), which included cTEC–mTEC bipotent TEC progenitors (Takahama et al., 2017; Nusser et al., 2022)/. RelB-deficient thymic stromal reaggregates without additional TECs failed to generate Aire^+^Krt14^+^ mTECs (Figure 8C), whereas control organ culture using RelB-heterozygous thymus apparently developed medullary regions that contained Aire^+^Krt14^+^ mTECs (Figure 8D). Quantitative evaluation of Krt14^+^ medullary areas (Figure 8E) within total thymus aggregates (Figure 8F) demonstrated that *Ccl21a*^+^ mTECs have a developmental potential to give rise to Aire^+^Krt14^+^ mTECs, equivalently to and not statistically different from *Ccl21a*-negative TECs, including bipotent TEC progenitors (Figure 8G, H). Interestingly, *Ccl21a*^+^ mTECs were still detected in the Krt14^+^ medullary areas in reconstituted thymus reaggregated with either *Ccl21a^+^* mTECs or *Ccl21a*-negative TECs (Figure 8I, J), indicating that *Ccl21a^+^* mTECs have a potential to maintain themselves in the thymus and that *Ccl21a*-negative TECs have a developmental potential to produce *Ccl21a^+^* mTECs. Most importantly, these results directly indicate that functionally relevant CCL21-expressing mTECs have a developmental potential to give rise to Aire-expressing mTECs.

**Figure 8.**
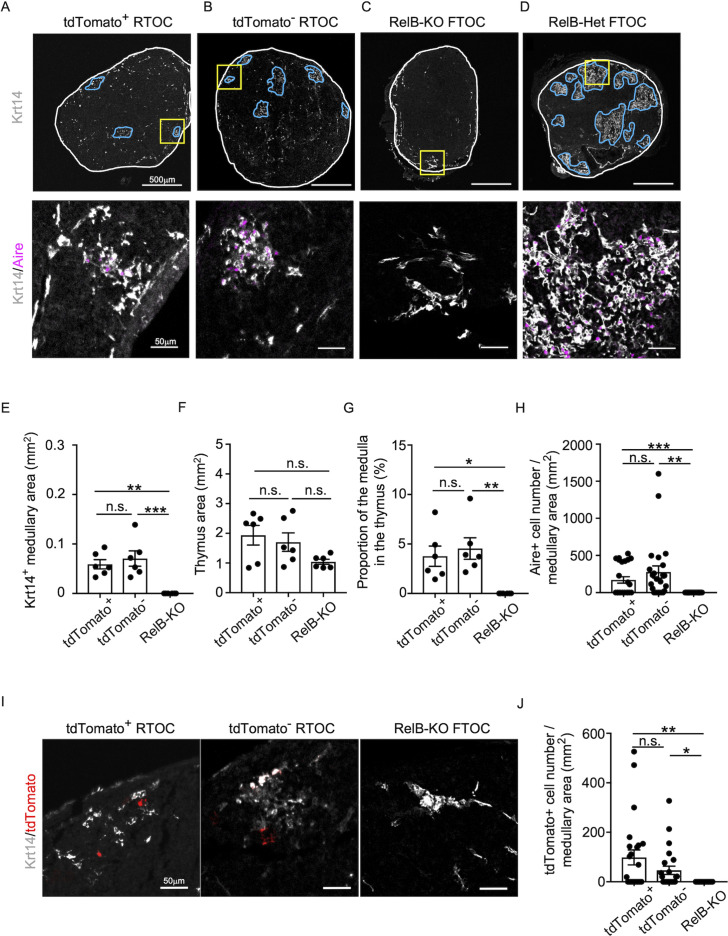
Developmental potential of CCL21-expressing medullary thymic epithelial cells (mTECs). (**A–D**) Immunofluorescent staining of indicated thymus graft sections. Shown in upper panels are Krt14 expression (white). White lines indicate capsular outline of the thymus. Blue lines show Krt14^+^ medullary region. Scale bar, 500 μm. Bottom panels show Krt14 (white) and Aire (magenta) fluorescence signals within yellow boxes in upper panels. Scale bar, 50 μm. Grafts represent RelB-KO thymic stroma reaggregated with tdTomato^+^ TECs (**A**) and tdTomato^−^ TECs (**B**) as well as fetal thymus lobe from RelB-KO mice (**C**) and RelB-heterozygous mice (**D**). (**E**) Size of Krt14^+^ medullary areas (means and standard error of the means [SEMs], *n* = 6) in indicated thymus graft sections. (**F**) Size of grafted thymus areas (means and SEMs, *n* = 6) in indicated thymus graft sections. (**G**) Proportion (means and SEMs, *n* = 6) of Krt14^+^ medullary areas in the thymus areas in indicated thymus graft sections. (**H**) Numbers of Aire^+^ mTECs per mm^2^ of Krt14^+^ medullary areas in indicated thymus graft sections. (**I**) Immunofluorescence analysis of tdTomato (red) and Krt14 (white) in indicated thymus graft sections. Scale bar, 50 μm. (**J**) Numbers of tdTomato^+^ cells per mm^2^ of Krt14^+^ medullary areas in indicated thymus graft sections. All images are representative data from three independent experiments. *p < 0.05, **p < 0.01, ***p < 0.001, n.s., not significant.

**Figure 8—figure supplement 1.**
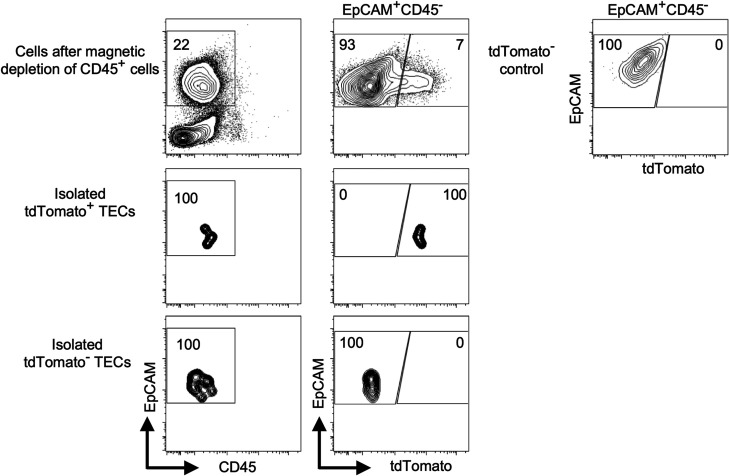
Purity of isolated TECs for reaggregation with RelB-KO thymus stroma. Shown are flow cytometric profiles of indicated cells from *Ccl21a^tdTomato/+^* E17 mice. Numbers indicate frequency of cells within indicated areas.

**Figure 8—figure supplement 2.**
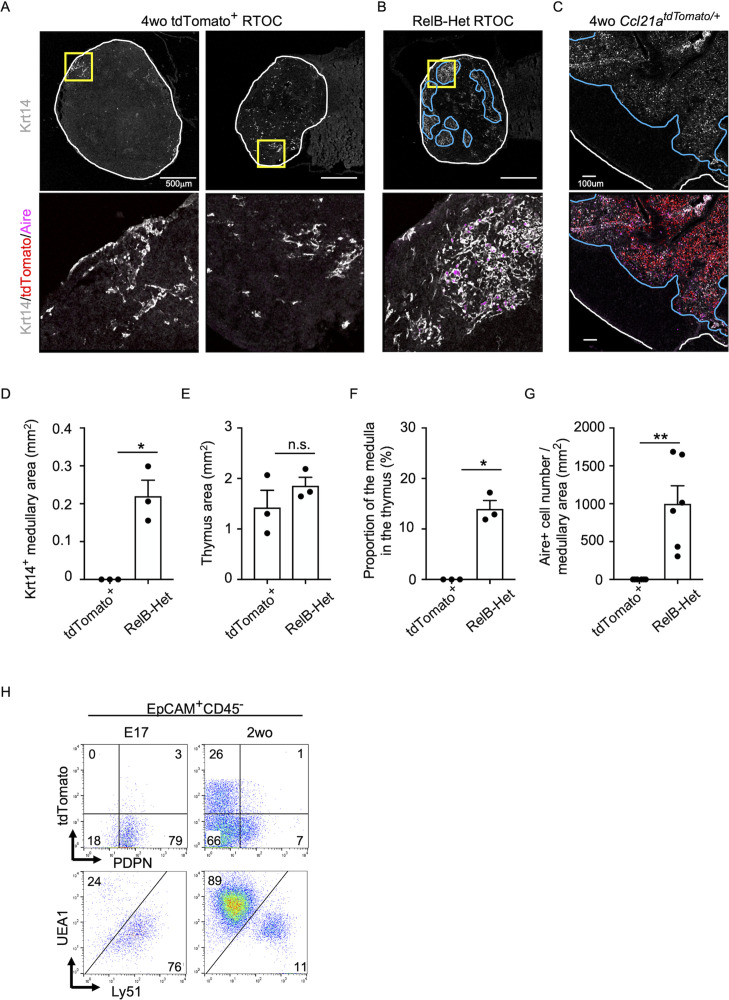
Developmental potential of postnatal CCL21-expressing medullary thymic epithelial cells (mTECs). (**A, B**) Immunofluorescent staining of indicated thymus graft sections. Shown in upper panels are Krt14 expression (white). White lines indicate capsular outline of the thymus. Blue lines show Krt14^+^ medullary region. Scale bar, 500 μm. Bottom panels show Krt14 (white), tdTomato (red), and Aire (magenta) fluorescence signals within yellow boxes in upper panels. Grafts represent RelB-KO thymic stroma reaggregated with tdTomato^+^ TECs isolated from 4-week-old Ccl21a^tdTomato/+^ mice (**A**) and RelB-heterozygous thymic stroma reaggregated without other TECs (**B**). (**C**) Immunofluorescent analysis of Krt14 (white), tdTomato (red), and Aire (magenta) in thymic sections from postnatal Ccl21a^tdTomato/+^ mice. Scale bar, 100 μm. (**D**) Size of Krt14^+^ medullary areas (means and standard error of the means [SEMs], *n* = 3) in indicated thymus graft sections. (**E**) Size of grafted thymus areas (means and SEMs, *n* = 3) in indicated thymus graft sections. (**F**) Proportion (means and SEMs, *n* = 3) of Krt14^+^ medullary areas in the thymus areas in indicated thymus graft sections. (**G**) Numbers of Aire^+^ mTECs per mm^2^ of Krt14^+^ medullary areas in indicated thymus graft sections. All images are representative data from three independent experiments. *p < 0.05, **p < 0.01, n.s., not significant. (**H**) Flow cytometry profiles of tdTomato and podoplanin (PDPN) (top) and UEA1 and Ly51 (bottom) in EpCAM^+^CD45^−^ TECs from Ccl21a^tdTomato/+^ mice at E17 and 2 weeks old. Numbers indicate frequency of cells within indicated areas.

In contrast to CCL21-expressing mTECs isolated from E17 embryos, Ccl21a^tdTomato^-positive EpCAM^+^CD45^−^ mTECs isolated from 4-week-old *Ccl21a^tdTomato/+^* mice did not exhibit any signs of Aire^+^Krt14^+^ mTEC generation in the thymus reaggregated with RelB-deficient thymic stromal cells (Figure 8—figure supplement 2A–G), suggesting a decline in the developmental potential of CCL21^+^ mTECs during the ontogeny from embryonic to postnatal period. However, no detection of progeny could also result from technical caveats associated with reaggregate thymus organ culture conditions that were suitable for detection of the developmental potential of embryonic but not postnatal CCL21-expressing mTECs, or differences in the lifespan and/or turnover of embryonic and postnatal CCL21-expressing cells.

Throughout the development including E17 embryos, CCL21-expressing mTECs were localized specifically in the central region of the thymus and were Krt14^+^ (Figures 1, 2, 6,, 9A). However, single-cell RNA-sequencing analysis demonstrated that the global gene expression profiles were largely different between embryonic *Ccl21a*^low^ mTECs and 4-week-old postnatal *Ccl21a*^high^ mTECs (Figure 9B). Indeed, the majority of CCL21-expressing mTECs at E17 but not the postnatal period simultaneously expressed cTEC-associated protein Ly51 and mTEC-associated UEA1-binding molecules on the cell surface (Figure 9C). Ly51 expression was lower in embryonic TECs than postnatal TECs (Ripen et al., 2011) and equivalently distributed in the thymus including the medullary region defined by Krt14-expressing mTECs centrally localized in E17 thymus (Figure 9A). These results highlight the difference in molecular expression profiles, including Ly51 expression, between E17 CCL21- and postnatal CCL21-expressing mTECs.

**Figure 9.**
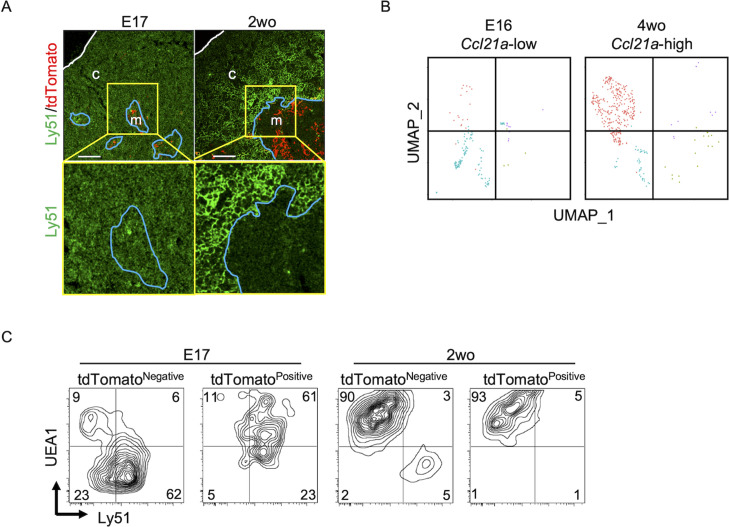
CCL21-expressing medullary thymic epithelial cells (mTECs) at E17 embryonic and postnatal period. (**A**) Immunofluorescence analysis of thymus sections from E17 or 2-week-old *Ccl21a^tdTomato/+^* mice. tdTomato fluorescence (red) and Ly51 (green) expression are shown. White lines indicate thymic capsules. Blue lines indicate cortico-medullary junctions. Images in yellow boxes (top panels) are magnified in bottom panels. Representative data from at least three independent experiments are shown. c, cortex. m, medulla. Scale bar, 100 μm. (**B**) Uniform Manifold Approximation and Projection (UMAP) plots showing the clusters of *Ccl21a*^+^ mTECs in single-cell RNA-sequencing analysis of thymic epithelial cells isolated from E16 embryonic and 4-week-old postnatal mice. The majority of E16 *Ccl21a*^+^ mTECs were *Ccl21a*^low^, whereas the majority of postnatal *Ccl21a*^+^ mTECs were *Ccl21a*^high^ (Figure 5B, C). (**C**) Flow cytometric profiles of UEA1 reactivity and Ly51 expression in tdTomato^negative^ EpCAM^+^CD45^−^ TECs and tdTomato^positive^ EpCAM^+^CD45^−^ TECs isolated from E17 embryonic and 2-week-old postnatal *Ccl21a^tdTomato/+^* mice. Numbers in the contour plots indicate frequency of cells within indicated area. Representative data from three independent experiments are shown.

## Discussion

The present results demonstrate that CCL21-expressing mTECs arise early during embryonic thymus development. *Ccl21a-Cre*-mediated detection reveals that *Ccl21a^+^Foxn1*^+^ mTECs are detectable as early as E11 in the central region of the embryonic thymus, shortly after the organogenesis of the thymus primordium, and this is followed by the detection of *Ccl21a-tdTomato*-expressing mTECs by E13 and CCL21 protein-expressing mTECs by E15. *Ccl21a-Cre*-mediated fate-mapping analysis establishes that at 3 weeks old, a vast majority of mTECs, including the self-antigen-displaying mTECs such as Aire^+^ mTECs and thymic tuft cells, and approximately two-thirds of cTECs originate from *Ccl21a*^+^ cells. Most importantly, our results demonstrate that *Ccl21a-tdTomato*-expressing and functional CCL21 protein-producing mTECs isolated from E17 embryonic thymus have a developmental potential to give rise to the self-antigen-displaying mTECs in the thymus microenvironment. These results demonstrate a previously unknown process by which the diversity in the thymus medulla epithelium is generated during embryogenesis by the developmental conversion of the CCL21-expressing thymocyte-attracting mTEC subset into the self-antigen-displaying mTEC subset, including Aire-expressing mTECs and thymic tuft cells.

Functional conversion of the thymocyte-attracting mTEC subset into the self-antigen-displaying mTEC subset offers an interesting implication that the thymus medulla is formed by initially generating CCL21-expressing mTECs and attracting CCR7-expressing positively selected thymocytes from the cortex even before the subsequent display of self-antigens mediated by Aire^+^ mTECs and thymic mimetic cells. Failure to establish self-tolerance by the loss of *Ccr7* or *Ccl21a* in the thymus (Kozai et al., 2017; Kurobe et al., 2006; Nitta et al., 2009) underscored the importance of functional CCL21-expressing mTEC subset. Our present results showing developmental potential of functional CCL21-expressing mTECs to give rise to self-antigen-displaying mTECs reveals an additionally important function of CCL21-expressing mTECs in forming the diversity in thymus medulla epithelium, including the self-antigen-displaying mTEC subset. Stepwise progression in mTEC development from thymocyte-attracting function to self-antigen-displaying function fits stepwise requirement to initially recruit newly generated T cells from the thymic cortex before tolerizing T cells to self-antigens. Down-regulation of CCL21 in functionally converted self-antigen-displaying mTECs may further contribute to the prevention of excessive negative selection of newly generated T cells to self-antigens.

Recent studies demonstrated that the function of the thymus medulla is not limited to the establishment of self-tolerance in conventional αβ T cells but extends to the development of innate lymphocytes, including invariant NKT cells and γδ T cells (White et al., 2014; Roberts et al., 2012). The developmental capability of CCL21-expressing mTECs may further extend to additional mTEC subpopulations that contribute to supporting the development of innate invariant lymphocytes. Thus, CCL21-expressing mTECs may represent a primordial mTECs which separate newly generated αβ T cells, γδ T cells, and NKT cells from the thymic cortex to the medullary microenvironment for further selection and maturation.

In contrast to the robust generation of Aire^+^ mTECs from embryonic CCL21^+^ mTECs, our results show that the ability to give rise to Aire^+^ mTECs was not detectable in postnatal CCL21^+^ mTECs. The fact that no Aire^+^ mTECs were detected in reaggregate thymus organ culture may reflect a postnatal decline in the developmental potential of CCL21^+^ mTECs. However, it is also possible that the developmental kinetics and the requirements for postnatal CCL21^+^ mTECs may be different from those for E17 CCL21^+^ mTECs, so that the reaggregate thymus organ culture conditions for detecting the development of E17 CCL21^+^ mTECs may not be optimal for the detection of the survival and development of postnatal CCL21^+^ mTECs.

Nevertheless, it is important to notice the difference in the developmental potential between embryonic and postnatal CCL21^+^ mTECs in reaggregate thymus organ culture. Analysis of molecular expression profiles further highlighted the difference between embryonic and postnatal CCL21^+^ mTECs. We think that CCL21^+^ mTECs may be heterogenous in developmental capability. Embryonic CCL21^+^ mTECs, which give rise to self-antigen-displaying mTECs including Aire^+^ mTECs and mimetic mTECs, may also terminally differentiate into a subpopulation of CCL21^+^ mTECs, which no longer have further developmental potential, and which represent the majority of postnatal CCL21^+^ mTECs.

Interestingly, our results also reveal that approximately two-thirds of cTECs are derived from progenitor cells that previously transcribed *Ccl21a*. The previous expression of *Ccl21a* transcripts in the fraction of cTECs is influenced by the intrathymic proximity to the medullary region and is enriched in the perimedullary cortical region (Figure 4E). Developmental capability to become cTECs is shown in *Ccl21a* gene-expressing cells, and it is unknown whether CCL21-protein-expressing functional mTECs retain the developmental potential to give rise to cTECs. In contrast, our results from reaggregate thymus experiments clarified that CCL21-protein-expressing functional mTECs have a developmental potential to convert into Aire-expressing mTECs. Consequently, we think that at least a fraction of *Ccl21a* transcript-expressing mTECs retain a bipotent developmental potential to give rise to both cTECs and mTECs. It is unclear whether most *Ccl21a*-expressing mTECs retain a bipotent developmental potential for cTECs and mTECs or *Ccl21a*-expressing mTECs represent a mixture of bipotent progenitors and lineage-committed mTEC progenitors. Because of the unequal distribution of EGFP-labeled cTECs within the thymic cortex, initial signals to promote bipotent progenitors to mTEC lineage may be provided by molecules restricted in the central region of the embryonic thymus, and those signals may promote the transcription of *Ccl21a* at an early stage of mTECs, which still retain the potential to become cTECs. Further examination of cTEC potential, for example, by using CCL21-tdTomato-expressing cells that constitutively express GFP, may lead to a better understanding of the cTEC-generating capability in embryonic and postnatal CCL21^+^ mTECs. It is also interesting to examine whether GFP^+^ cTEC development in *Ccl21a*-Cre × CAG-loxP-EGFP mice is mediated through RelB-dependent mTEC developmental progression and/or dependent on developing thymocyte-dependent mTEC-nurturing ‘crosstalk’ signals.

Nusser et al., 2022 recently identified two bipotent TEC progenitor populations: an early cTEC-biased progenitor population and a postnatal mTEC-biased progenitor population. Interestingly, they noted that the postnatally appearing mTEC-biased progenitor population includes cells that transcribe *Ccl21a* (Nusser et al., 2022). It would be interesting to clarify whether and how those postnatal TEC progenitors overlap with the embryonic and postnatal CCL21-protein-expressing mTECs reported in this study. It would also be interesting to shed light on how differently *Ccl21a*^+^ progenitors contribute to cTECs and mTECs over the ontogeny and whether the enrichment of *Ccl21a*^+^ progenitor-derived cTECs in the perimedullary area reflects a temporal replacement of cTECs derived from *Ccl21a*^+^ progenitors localized in the medulla.

Further characterization of CCL21-expressing mTECs carrying a developmental potential to give rise to self-antigen-displaying mTEC subset is of great interest. Our results highlight the difference between CCL21-expressing mTECs and previously characterized RANK-expressing mTEC-restricted progenitors. CCL21- and RANK-expressing mTECs are detectable in E13 embryonic thymus, are proximally localized within the medullary region in the thymus, and are capable of generating Aire-expressing mTECs. Unlike RANK-expressing mTECs, however, CCL21-expressing mTECs include developmental potential to give rise to cTECs. Gene expression profiles show that CCL21-expressing mTECs retained more cTEC-trait genes, including *Psmb11*, *Cxcl12*, *CD83*, and *Ackr4*, than RANK-expressing mTECs, suggesting that in comparison with RANK-expressing mTECs, CCL21-expressing mTECs are more closely related to and more recently derived from cTEC-trait-expressing bipotent TEC progenitors. Furthermore, it is interesting to note that recently described Krt19^+^ progenitors that give rise to multiple mature mTEC populations including Aire^+^ mTECs, mimetic mTECs, and postnatal CCL21^+^ mTECs, lack expression of CCL21 and RANK (Lucas et al., 2023). An important aspect of future work will be to examine whether CCL21-, RANK-, and Krt19-expressing mTECs are linked in upstream–downstream relationships in a single developmental pathway, or are developmentally distinct and parallel progenitors to give rise to mTECs. Similarly, it will be interesting to better clarify possible heterogeneity in CCL21-expressing mTECs in relation to their ability to give rise to cTECs as well as mTECs. Nevertheless, the finding in our study that CCL21^+^ embryonic mTECs can give rise to Aire^+^ mTECs reveals a new source of an important component of the thymus medulla.

Our results show that 95% of mTECs are labeled with EGFP fluorescence and therefore derived from *Ccl21a*^+^progenitors, whereas 5% of mTECs are not labeled with EGFP fluorescence in *Ccl21a*-Cre × loxP-EGFP mice. Our previous study using β5t-driven Cre mice indicated fate-mapping of 95% EGFP^+^ mTECs in CAG-loxP-stop-loxP-EGFP-transgenic reporter mice used in this study and >99.5% ZsGreen^+^ mTECs in Rosa26-loxP-ZsGreen-knock-in reporter mice (Ohigashi et al., 2013). Consequently, we think that 95% EGFP^+^ cells in mTECs detected in this study may indicate that virtually all (>99.5%) mTECs are derived from cells that once transcribed *Ccl21a*.

A previous study detected *Ccl21a* transcripts within a podoplanin-expressing TEC subpopulation that resembled immature TECs in postnatal thymus (Onder et al., 2015). It was reported that podoplanin-expressing mTEC progenitors, also known as junctional TECs (jTECs), were localized at the cortico-medullary junction (Onder et al., 2015). However, our results show that CCL21-expressing mTECs in the embryonic and postnatal thymus distribute throughout the medullary region and are not enriched in the cortico-medullary junctions (Figures 1H and 2G). Indeed, the majority of CCL21-expressing mTECs in postnatal thymus did not express podoplanin (Figure 8—figure supplement 2H). Moreover, podoplanin expression was broadly detected by the majority of embryonic E17 TECs, most of which were cTECs (Figure 8—figure supplement 2H). Thus, neither podoplanin expression nor cortico-medullary junctional distribution characterizes CCL21-expressing mTECs. More importantly, our results demonstrate developmental potential in thymocyte-attracting CCL21-expressing mTECs and identify developmental conversion between functionally distinct mTEC subsets, which serves to assemble a diverse medullary microenvironment in the thymus.

In conclusion, the present study establishes that CCL21-expressing functional mTEC subset carries a developmental potential to give rise to self-antigen-displaying mTECs, revealing that the sequential conversion of functionally distinct mTEC subsets from thymocyte-attracting cells into self-antigen-displaying cells contributes to the functional diversification of thymus medulla epithelium during embryonic development. The present results are likely to ignite many interesting questions, including the characterization of signals that drive the developmental conversion of mTECs and the elucidation of developmental pathways for diverse TEC subpopulations.

## Materials and methods

### Mice

C57BL/6 (B6) mice were obtained from The Jackson Laboratory (Bar Harbor, ME) and SLC (Shizuoka, Japan). *Ccl21a*-tdTomato knock-in mice (Kozai et al., 2017), *Relb*-knockout mice (Burkly et al., 1995), *Tnfrsf11a(RANK*)-Venus transgenic mice (McCarthy et al., 2015), *Psmb11(β5t*)-Venus knock-in mice (Murata et al., 2007), CAG-loxP-stop-loxP-EGFP transgenic mice (Kawamoto et al., 2000), and *Foxn1*-GFP transgenic mice (Terszowski et al., 2006) were described previously. All mouse experiments were performed with consent from the Animal Experimentation Committee of the University of Tokushima (T2022-50), the Animal Care and Use Committee of the National Cancer Institute (ASP 21-431, ASP 21-432, and EIB-076-3), the Birmingham Animal Welfare and Ethical Review Board and UK Home Office Animal Licences (PP7518148 and PP2990911), and the Institutional Animal Care and Use Committee of RIKEN Kobe Branch (A2001-03).

### Generation of Ccl21a-Cre mice

The targeting vector was prepared by subcloning *Ccl21a*-containing mouse genomic BAC fragments (Advanced GenoTechs) and Cre-encoding cDNA into a plasmid containing a pgk-neo cassette (Gene Bridges). The linearized targeting vector was introduced into TT2 ES cells (Yagi et al., 1993). Targeted knock-in alleles were screened by genomic PCR analysis and Southern blot analysis. The *Ccl21a*-Cre mice (https://large.riken.jp/distribution/mutant-list.html; Accession No. CDB1131K) are available to the scientific community and were backcrossed to B6 mouse strain for more than five generations. The knock-in allele is detected using PCR primers as follows: Cre-F, 5′-AGGTTCGTTCACTCATGGA-3′ and Cre-R, 5′-TCGACCAGTTTAGTTACCC-3′ (product size, 235 bp). Wild-type allele is detected using PCR primers as follows: WT-F, 5′-CTGGTCTCATCCTCAACTCA-3′ and WT-R, 5′-TGTAACCCTAGGATTGTAGG-3′ (product size, 1563 bp).

### Reaggregate thymus experiments

Fetal thymus lobes isolated from RelB-KO mice at embryonic day (E) 15 were organ cultured for 5 days on sponge-supported Nucleopore filters (Whatman) placed on Dulbecco’s modified Eagle medium supplemented with 10% fetal bovine serum and penicillin–streptomycin mixed solution. To eliminate endogenous hematopoietic cells from the lobes, 1.35 mM 2′-deoxyguanosine (dGuo) was added in the culture medium (Anderson et al., 1993; White et al., 2008). dGuo-treated thymus lobes were digested with 0.25% trypsin supplemented with 0.45 mM EDTA (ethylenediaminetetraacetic acid) and 0.02% DNase I for 15 min at 37 °C and reaggregated with tdTomato^+^ or tdTomato^−^ TECs isolated from *Ccl21a*^tdTomato/+^ mice at E17 or 4 weeks old. After 1-day culture on Nucleopore filters, reaggregated thymuses were transplanted under kidney capsules of B6 mice. dGuo-treated fetal thymus lobes isolated from RelB-deficient and RelB-heterozygous mice were also transplanted under kidney capsules of B6 mice. Grafts were harvested 5 weeks post transplantation.

### Multicolor immunofluorescence analysis

Paraformaldehyde-fixed frozen tissues embedded in OCT compound (Sakura Finetek) were sliced into 10-μm-thick sections. The sections were stained with anti-CCL21 (Bio-Rad, Cat# AAM27, RRID:AB_2072089), anti-Aire (eBioscience, Cat# 50593482, RRID:AB_2574257), anti-Ly51 (BioLegend, Cat# 108312, RRID:AB_2099613), anti-Krt14 (BioLegend, Cat# 905304, RRID:AB_2616896), anti-DCLK1 (abcam, Cat# ab31704, RRID:AB_873537), anti-CD4 (BioLegend, Cat# 100533, RRID:AB_493372), anti-CD8 (BioLegend, Cat# 100701, RRID:AB_ 312740) antibodies, anti-Foxn1 antiserum (Itoi et al., 2007), and UEA-1 (Vector Laboratories, Cat# B1065, RRID:AB_2336766). Images were analyzed with a TCS SP8 confocal laser scanning microscope (Leica).

### Fluorescence distribution analysis

The plot profile intensity for the fluorescence image of each channel in the region of interest (ROI) was measured using ImageJ software (https://imagej.nih.gov/ij/index.html). The fluorescence intensity at each horizontal distance with the total intensity of the vertically averaged tdTomato, EGFP, or Ly51 in the ROI was calculated as 100. The sum of tdTomato or EGFP intensities for the medullary region defined by Krt14 expression or UEA1 reactivity and for the cortical region was calculated.

### Multicolor flow cytometric analysis and cell sorting

For the analysis of thymic epithelial cells (TECs), minced thymuses were digested with 0.5 unit/ml Liberase (Roche) in the presence of 0.02% DNase I (Roche). Single-cell suspensions were stained with antibodies specific for EpCAM (BioLegend, Cat# 118216, RRID:AB_1236471), CD45 (eBioscience, Cat# 48045180, RRID:AB_1518807), Ly51 (BioLegend, Cat# 108308, RRID:AB_313365, Cat# 108312, RRID:AB_2099613), Podoplanin (BioLegend, Cat# 127418, RRID:AB_2629804), I-Ab (BioLegend, Cat# 116406, RRID:AB_313725), and for the reactivity with UEA-1 (Vector Laboratories, Cat# B-1065, RRID:AB_2336766, Cat# FL-1061, RRID:AB_2336767, Cat# DL-1068). For the analysis of Aire and DCLK1, surface-stained cells were fixed in 5% formaldehyde neutral buffer solution (Nacarai Tesque), permeabilized in 1× permeabilization buffer (eBioscience), and stained with anti-Aire (eBioscience, Cat# 50593482, RRID:AB_2574257) or anti-DCLK1 (abcam, Cat# ab31704, RRID:AB_873537) antibody. For the isolation of TECs, CD45− cells were enriched in magnetic bead conjugated anti-CD45 antibody (Miltenyi Biotec). Multicolor flow cytometry and cell sorting were performed on FACSVerse, FACSAria II, and LSRFortessa (BD Biosciences).

### RNA-sequencing analysis

cDNAs were prepared by using SMART-Seq v4 Ultra Low Input RNA Kit, according to the manufacturer’s protocol (Clontech). Sequencing libraries were generated by using a Nextera XT DNA Library Prep Kit, according to the manufacturer’s protocol (Illumina). The concentration of libraries was measured by an ABI PRISM 7500 Real-time PCR system in combination with a Power SYBR Green PCR Master Mix (Thermo Fisher). Single-end sequencing of cDNA libraries with a read length of 51 was performed with HiSeq 1500 platform (Illumina). For RNA-sequencing analysis of CCL21^+^RANK^−^ and CCL21^−^RANK^+^ TECs isolated from *Ccl21a^tdTomato^ Tnfrsf11a(RANK)^Venus^* embryonic E17 thymus, RNA was prepared using QIAGEN RNAeasy Plus Micro Kit with genomic DNA eliminator columns. RNA-sequencing samples were sequenced on NovaSeq_SP flowcell using Illumina TruSeq Stranded Total RNA Library Prep with 2 × 100 bp paired-end sequencing. Data were analyzed by using CLC Genomics Workbench 12.0 (QIAGEN) with default parameters.

### Single-cell RNA-sequencing analysis

E12 embryonic pharyngeal cells, E14 embryonic CD45^−^EpCAM^+^ β5t-Venus^+^ and β5t-Venus^−^ TECs, E16 embryonic CD45^−^EpCAM^+^ β5t-Venus^+^ and β5t-Venus^−^ TECs isolated from β5t-Venus knock-in mice, and 4-week-old postnatal TEC-enriched thymus cells were employed for single-cell RNA-sequencing. 3′ mRNA-seq library was generated as outlined in the Chromium Connect platform using 3’ v3.1 Single Cell RNA-Seq chemistry reagents from 10× Genomics. Reverse transcription and cDNA amplification were performed according to the manufacturer’s instructions. Libraries were sequenced on NextSeq 2000 and FASTQ files were generated from demultiplexes raw base call files using Cell Ranger 6.1.1 mkfastq. Alignment, filtering, barcode counting, and UMI (unique molecular identifier) counting were performed using Cell Ranger 6.1.1 count with mouse reference 3.0.0 (mm10 and Ensembl release 98). The resulting matrix was imported into Seurat (v4.3.0) in R v 4.3.0 to create a Seurat object. The object underwent normalization, filtering, scaling, and dimensionality reduction steps sequentially using Seurat build-in functions, with default parameters. To integrate all the filtered objects from each sample, the CCA algorithm was employed through the FindIntegrationAnchors and IntegrateData functions in Seurat. The Uniform Manifold Approximation and Projection plots were visualized using the DimPlot function of Seurat. The histograms were visualized using the ggplot2 package (v3.4.2).

### Statistical analysis

Statistical significance was assessed using the two-tailed unpaired Student’s *t*-test with Welch’s correction for unequal variances or one-way analysis of variance with Tukey’s correction.

## Data Availability

RNA-sequencing data have been deposited in the DDBJ BioProject database with the accession number PRJDB15439 and NCBI GEO database with the accession number GSE239913. Single-cell RNA-sequencing data have been deposited in NCBI GEO with the accession number GSE243180. The following datasets were generated: OhigashiI 2024RNA-sequencing data of cortical thymic epithelial cells isolated from Ccl21a-Cre x CAG-loxP-EGFP miceThe DNA Data Bank of JapanPRJDB15439 OhigashiI WhiteA TuranS AndersonG TakahamaY 2023Gene expression profiles of Ccl21a+ and Rank+ E17 thymic epithelial cellsNCBI Gene Expression OmnibusGSE239913 TakahamaY TanakaY JacquesA YangM KellyM 2024Functionally diverse thymic medullary epithelial cells interplay to direct central toleranceNCBI Gene Expression OmnibusGSE24318010.1016/j.celrep.2024.114072PMC1107994038581680

# Supplementary material for: Developmental conversion of thymocyte-attracting cells into self-antigen-displaying cells in embryonic thymus medulla epithelium
**Source:** eLife. 2024 Mar 11;12:RP92552. doi: 10.7554/eLife.92552
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. | “Generation of Ccl21a-Cre mice” section in the “Materials and Methods”. |  |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | “Multicolor immunofluorescence analysis” and “Multicolor flow cytometric analysis and cell sorting” section in the “Materials and Methods”. |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | “Generation of Ccl21a-Cre mice” section in the “Materials and Methods”. |  |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | N/A |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. | “Reaggregate thymus experiments” section of the “Materials and Methods”. The legends for Figure 8 and Figure 8 – figure supplement 1. Experiments are performed in a mixed-sex manner. |  |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | “Mice” and “Generation of Ccl21a-Cre mice” sections in the “Materials and Methods”. Experiments are performed in a mixed-sex manner. |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | N/A |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | N/A |
| Microbes: provide species and strain, unique accession number if available, and source. |  | N/A |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | N/A |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | N/A |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |  | N/A |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination | Not done. |  |
| Randomisation | Not done. |  |
| Blinding | Not done. |  |
| Inclusion/exclusion criteria | Not done. |  |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | Figure legends. |  |
| Define whether data describe technical or biological replicates. | Biological replicates. |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | “Mice” section in the “Materials and Methods”. |  |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | N/A |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | N/A |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |  | N/A |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | “Statistical analysis” section of the “Materials and Methods”. |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | “Data availability” section in the “Materials and Methods”. |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | “Data availability” section in the “Materials and Methods”. |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. | Figure 4 – figure supplement 2. |  |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. |  | N/A |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. |  | N/A |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. |  | N/A |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | N/A |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

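RNA-sequencing was analysed for 3 populations of CD45-EpCAM+ TECs sorted from E17 embryos: CCL21+RANK- (3 libraries), CCL21-RANK+ (3 libraries), and CCL21-RANK- (2 libraries). Each library was assigned to its population and replicate from the sample records, and the numbers of libraries match the points of Figure 6C. The RNA-sequencing of cTECs and the single-cell data of the paper were not analysed here.

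The authors deposited one table of expected counts per gene, made with RSEM, which splits reads that match several genes and so gives values that are not whole numbers. The table was not normalized or filtered. The aligner behind these counts, its settings, and the RSEM version are not given in the paper's text. For the data analysis, the paper names only CLC Genomics Workbench with default parameters. All 55450 gene identifiers matched GENCODE release M21 of GRCm38, which supplied gene positions, exon lengths, and NCBI gene identifiers. All per-sample columns of the table were used. The totals ranged from 42751839 to 71625282 counts per library, with medians of 55116911 in CCL21+RANK-, 50146730 in CCL21-RANK+, and 69538361 in CCL21-RANK- TECs. At these depths the spread between replicate libraries, with a common biological coefficient of variation of 0.326, exceeded counting error for expressed genes, and counts of 3 or fewer were taken as the floor. Each library counted as 1 replicate, and the paper's checklist describes its replicates as biological. The counts of replicate libraries differed by more than sampling noise in every pair (chi-square per gene from 85.3 to 302). A few abundant genes can weigh heavily on this mean, and it cannot show that the libraries came from different embryos. Reads were not molecules, and duplicates were not considered.

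The counts were rounded to whole numbers and tested in edgeR 4.0.16 under R 4.3.3 with TMM normalization, the default expression filter, and the quasi-likelihood test with Benjamini-Hochberg adjustment. One model with the 3 group means was fitted to all 8 libraries. Calls required an adjusted p-value under 0.05, a fold change over 1.5, and a mean RPKM over 1 in the higher group, the thresholds of Figure 6D. Adjusted p-values of single genes are given without the other thresholds. Standard errors of log2 fold changes were derived from the quasi-likelihood F. RPKM values used the library total and the summed length of all exons of a gene. Principal components were calculated from log2 CPM with a prior count of 2. Enrichment used the Reactome mouse sets of fgsea 1.28.0 with 10 to 600 genes in the background, and 97 S and G2/M genes of the Seurat package. Of the tested genes 79.2% had an NCBI gene identifier, and of the tested protein-coding genes 98.2%. Figures were drawn with matplotlib 3.10.9.

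On simulated counts for 21451 genes with 200 genes changed 4-fold, edgeR recovered 56.0% of the changed genes and called 9 others. DESeq2 recovered 65.5% and called 62 others. Over all 200 changed genes, recovered or not, the median size of the log2 fold changes was 2.00, as simulated. In 100 simulated sets of 50 genes, the enrichment test found the 1 set planted and 0 of the 99 random sets. Every gene of the planted set was raised 4-fold, so its detection says little about weakly enriched sets. With only 200 genes changed, the simulation also does not show the error rate when many more genes are called.

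The genes named were those of Figure 6E, other genes the paper names, the copies of *Ccl21a*, and the 5 genes with the largest log2 fold change in each direction among those called, with a mean CPM of at least 5 in the higher group and the same direction in all 3 same-numbered pairs, leaving out predicted genes and pseudogenes. Markers of parathyroid and immune cells used in tests were listed separately, and those whose values had already been looked at were not counted. Alternatives set before the data were examined were DESeq2's size factors and upper-quartile scaling, DESeq2's Wald test (version 1.42.0), no expression filter or at least 10 counts in every library, only the libraries compared, the replicate number as a block, other thresholds, centred genes, the 500 most variable genes, a prior count of 0.5, limma's camera (version 3.58.1, inter-gene correlation 0.01), and leaving out each library. An alternative without *Gm26917* and *Gm42418* was chosen after seeing the data. The replicate numbers come from the sample records, and the paper's text does not say whether libraries with the same number come from the same embryos.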

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

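Of the tests in this part, those of *Pth* in CCL21-RANK+ TECs, of single libraries with *Pth*, of the *Ccl21a* reads, and of genes matched in length were chosen only after the result was seen, and the interferon and ribosomal protein genes were singled out only after their enrichment between CCL21+RANK- and CCL21-RANK- TECs was seen.

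Transcripts of parathyroid genes were abundant in CCL21+RANK- TECs, a signal above the other sorted populations that the paper does not report for these libraries. The mean was 1585 RPKM for *Pth*, 1987 RPKM for *Chga*, and 7.05 RPKM for *Gcm2*. Against CCL21-RANK- TECs the log2 fold changes were 7.21, 7.73, and 6.74, with edgeR adjusted p-values of 0.000439, 0.00163, and 0.00152. All 3 CCL21+RANK- libraries had more *Pth* than every other library (3000, 848, and 906 RPKM against at most 12.4 RPKM), so a single contaminated library does not account for it. Expression linked to Aire does not account for it either, because *Pth* was lower in CCL21-RANK+ than in CCL21-RANK- TECs (log2 fold change -3.308). A candidate explanation is that parathyroid cells, which the paper describes as CCL21+ neighbours of the embryonic thymus, were sorted together with CCL21+ TECs. Of 6 parathyroid markers listed before their values were looked at, 4 were higher in CCL21+RANK- TECs than in both other groups and the others were not. These 4 of 6 were also highest in replicate 1, the library with the most *Pth* (exact binomial p = 0.1). The others were at most at 0.0397 RPKM in CCL21+RANK- libraries and could not show a rank, so the test leaves open whether the share of such cells varied between sorts. Expression of these genes within mTECs cannot be told apart from admixed parathyroid cells in bulk libraries, and the share of such cells could not be estimated without a parathyroid reference. Of the 408 genes called higher in CCL21+RANK- TECs than in both other groups, 56 were over 2-fold higher in replicate 1 than in the mean of replicates 2 and 3, against 18 of the 2518 genes higher in both CCL21+RANK- and CCL21-RANK- than in CCL21-RANK+ TECs. The cTEC-trait genes of Figure 6E are in the second class. *Ccl21a* itself was also highest in replicate 1, and 3 libraries are too few to relate it to *Pth*.

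More genes were detected in CCL21-RANK+ TECs. After every library was thinned to about 34477085 counts, 1006 genes, 870 of them protein-coding, had at least 10 counts in all 3 CCL21-RANK+ libraries and at most 3 in each other library. The lowest CCL21-RANK+ library still had 2596 more genes with at least 10 counts than the highest library of the other groups, so depth does not account for it. Genomic DNA is also unlikely as the source, because 1004 of 10034 otherwise silent genes held 83.79% of their CCL21-RANK+ reads, where an even spread over exon length gives 26.7%. Of 12 markers of B cells, dendritic cells, and thymocytes listed before their values were looked at, 5 passed 1 RPKM in CCL21-RANK+ TECs, so a contribution of such cells to part of the pattern cannot be excluded. Genes not typical of these cells were also over 1 RPKM in CCL21-RANK+ TECs and at 0 in both other groups, such as *Gcg*, *Dbh*, and *Hoxc11* (1.54, 1.27, and 1.23 RPKM). Promiscuous gene expression in the *Aire*-expressing population may be the biological counterpart, a hypothesis that these libraries alone do not test.

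Reads on copies of *Ccl21a* were found in CCL21-RANK+ TECs, where *Gm21541* was at a mean of 39.9 RPKM against 0.187 RPKM in CCL21-RANK- TECs. The mean rested in large part on replicate 1 (76.1 RPKM, against 17.0 and 26.7 RPKM), and *Gm21541* did not differ from CCL21+RANK- TECs, at 27.0 RPKM (edgeR adjusted p = 0.599). Together with *Ccl21a* the copies gave 142 ± 65.4 CPM in CCL21-RANK+ TECs and 377 ± 128 CPM in CCL21+RANK- TECs (SD, n = 3 each). The summed counts had a log2 ratio of 4.266 to CCL21-RANK- TECs, so transcripts of the Ccl21 family were present in CCL21-RANK+ TECs. The sum does not tell which copy they came from, and the *Ccl21a* signal cannot be told apart from reads of the copies assigned to it. Admixed CCL21+RANK- cells do not account for it in full. *Ccl21a* kept 26.9% of its CCL21+RANK- level in CCL21-RANK+ TECs, whereas *Psmb11*, *Cxcl12*, *Cd83*, and *Ackr4* kept at most 10.7%. Low transcription of *Ccl21a* or its copies in cells sorted as tdTomato-negative may contribute, a hypothesis formed and examined on the same libraries. The lower share of reads assigned to *Ccl21a* itself in CCL21-RANK+ TECs rests on RSEM's division between near-identical copies.

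Interferon genes were higher in CCL21+RANK- than in CCL21-RANK- TECs, with a median log2 fold change of 0.54 over the 120 tested genes of the Reactome set Interferon Signaling and 40 genes called. In 70 of the tested genes all CCL21+RANK- libraries were above both CCL21-RANK- libraries (58.3%, where chance gives 10%). The set was chosen for its enrichment in this same comparison, so this share is not an independent test. The median was also positive for CCL21-RANK+ over CCL21-RANK- TECs, at 0.32, which shrank to 0.14 when genes needed at least 10 counts in every library. For CCL21+RANK- over CCL21-RANK+ TECs it was 0.09, although 42 genes of the set were called higher in CCL21+RANK- TECs against 23.1 expected (adjusted p = 0.00317 from Fisher's exact test). The median stayed positive under every scaling and filter tried, from 0.54 to 0.64. Over the called genes the median log2 ratio of replicate 1 to replicates 2 and 3 was 0.155, against 1.05 for the 4 parathyroid markers that were higher in CCL21+RANK- TECs than in both other groups, so the genes do not follow *Pth*. Of the 12 immune markers, 1 (*Lck*) passed 1 RPKM in CCL21+RANK- TECs, and it also did in CCL21-RANK- TECs. The thymocyte markers *Cd8a*, *Cd4*, and *Lck* were higher in CCL21+RANK- TECs (0.932, 0.384, and 1.73 RPKM) than in CCL21-RANK- TECs (0.348, 0.0924, and 1.31 RPKM). This is the direction of the interferon genes. *Cd79b* and *Ighm* went the same way (0.713 and 0.28 RPKM in CCL21+RANK- against 0.277 and 0.155 RPKM in CCL21-RANK- TECs). *Cd79a*, *Flt3*, and *Xcr1* were lower in CCL21+RANK- TECs, but at no more than 0.0201 RPKM in both groups, too low to show a direction. All 12 markers were higher in CCL21-RANK+ than in CCL21+RANK- TECs, whereas the interferon median over CCL21-RANK- TECs was lower in CCL21-RANK+ TECs. This does not decide the matter, because marker transcripts in the *Aire*-expressing population may come from promiscuous gene expression instead of immune cells. A contribution of lymphoid or dendritic cells to the interferon pattern was not excluded.

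Ribosomal protein genes were lower in CCL21+RANK- than in CCL21-RANK- TECs, with a median log2 fold change of -0.69. In all 80 tested genes both CCL21-RANK- libraries were above all 3 CCL21+RANK- libraries, so 80 of 80 show it in both libraries. Taking out the trend over exon length left the median at -0.685, too small a shift to decide whether gene length contributes. The 1456 other protein-coding genes nearest in exon length had a median of -0.054, so a shift shared by genes of this length does not account for it. The median stayed between -0.74 and -0.62 under the scalings and filters tried. CCL21-RANK+ TECs were also below CCL21-RANK- TECs, with a median of -0.30, which shrank to -0.10 when genes needed at least 10 counts in every library. RNA quality and the library batch of each sample are not given and were not tested, so a technical source remains open.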

How the results depend on the processing

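Of the tests in this part, those of gene length and GC content took their final form, and the fit without 2 abundant genes was added, only after a first result was seen.

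The pseudo-F of the separation of the 3 groups ranged from 5.44 to 46.4 over the other settings and from 3.97 to 5.29 with one library left out, against 5.54. Its exact permutation p was the smallest possible each time (from 0.00357 to 0.0143 depending on the number of libraries) and so does not measure stability. The first principal component held 74.4% of the variance and the second 9.12% with genes centred only, and 92.6% and 3.29% with the 500 most variable genes. The cause was not tested. With DESeq2's size factors, the prior count of 0.5, or any library left out, the first component stayed between 52.3% and 56.7%.

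The number of genes called between CCL21+RANK- and CCL21-RANK+ TECs stayed within 1.5 times of 6617 under other scalings, filters, tests, and the replicate block, and was from 6202 to 6715 with one library left out. Requiring only the adjusted p-value gave 11516 genes between CCL21+RANK- and CCL21-RANK+ TECs and 10501 between CCL21-RANK+ and CCL21-RANK- TECs. The formal test of a fold change over 1.5 gave 676 genes between CCL21+RANK- and CCL21-RANK- TECs. The cause was not tested. Without the RPKM threshold, 3823 genes were higher in CCL21+RANK- and 5897 in CCL21-RANK+ TECs, so the even split at the main thresholds holds for genes over 1 RPKM. It also depended on TMM normalization. Upper-quartile scaling at the same thresholds gave 2981 genes higher in CCL21+RANK- and 3532 in CCL21-RANK+ TECs.

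DESeq2's size factors moved the median log2 fold change of all genes between CCL21-RANK+ and CCL21-RANK- TECs from 0.06 to 0.20 and that between CCL21+RANK- and CCL21-RANK+ TECs from -0.11 to -0.20. With them 2942 genes were higher in CCL21+RANK- and 3546 in CCL21-RANK+ TECs. Without *Gm26917* and *Gm42418*, a choice made after seeing the data, 6899 genes were called, 6510 of them shared with the main calls.

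With the replicate number as a block, 6616 genes were called between CCL21+RANK- and CCL21-RANK+ TECs, and 6524 of the 6617 genes were shared. Same-numbered libraries deviated together only weakly (0.126, 0.0485, and 0.0707), and the pairing changed few of the calls. The block lowered the common biological coefficient of variation from 0.326 to 0.286.

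When camera ranked all genes, Extracellular matrix organization pointed toward CCL21-RANK+ TECs (adjusted p = 0.77) and the Toll Like Receptor 4 cascade toward CCL21+RANK- TECs (adjusted p = 0.151). Cell-Cell communication had an adjusted p of 0.217 with camera and 0.0826 with DESeq2's size factors, and from 0.00454 to 0.113 with one library left out. Generic Transcription Pathway reached 0.0245 when calls required only the adjusted p-value. With one library left out, M Phase ranged from 9.54e-06 to 0.0639 and Metabolism of lipids and lipoproteins from 0.0266 to 1. The cause was not tested. Cell Cycle stayed under 0.05 in each of these settings.

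A few single genes changed sign between fits that each left out one library, none of them past the threshold where a test was possible. The log2 fold change of CCL21+RANK- over CCL21-RANK+ TECs ranged from -0.90 to 0.11 for *Plet1*, from -0.23 to 0.17 for *H2-K1*, and from -0.74 to 0.40 for *Gm21541*. That of CCL21+RANK- over CCL21-RANK- TECs ranged from -0.28 to 0.0075 for *Psmb11*, from -2.23 to 0.86 for *Cd80*, from -0.19 to 2.70 for *Aire*, and from -0.01 to 0.69 for *Plet1*, and that of CCL21-RANK+ over CCL21-RANK- TECs ranged from -0.83 to 2.44 for *Gcm2*. Of the other values of single-gene fold changes under an alternative, 12 lost significance, 24 gained it, and 16 without a test moved by more than the spread of the replicates. With 2 libraries, CCL21-RANK- TECs gave no test when one was left out.

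Taking out the trend with GC content left 96.0% of the 6617 called genes with their direction and a fold change over 1.5, and taking out that with exon length left 93.97%. Of the 10 ways to split the 6 CCL21+RANK- and CCL21-RANK+ libraries into groups of 3, 4 part all 3 same-numbered pairs, and of those 4 only 1, the real one, called as many genes (6471, with these 6 libraries alone). The others, and the 6 splits that part a single pair, called 0 genes, with 19 to 323 genes at an unadjusted p under 0.05. The real split had 11354 such genes. With so few splits the count of splits alone cannot give a small share.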

Differences from the paper's values

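No test in this part was chosen after the result was seen.

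The RPKM of *Tnfrsf11a* in CCL21-RANK- TECs was 2.44, against the paper's about 1.5 in Figure 6E, read by eye, and none of the alternatives set before the data were examined closed the gap. The RPKM of *Cd83* was 71.1 in CCL21+RANK- TECs against the paper's about 47 and 7.63 in CCL21-RANK+ TECs against the paper's about 5 (Figure 6E). Leaving out CCL21+RANK- replicate 1 brought the first just within 1.5 times of the paper's (1.42 times) and leaving out CCL21-RANK+ replicate 1 or 2 the second (1.41 and 1.47 times), and the other alternatives set before the data were examined did not. *Aire* in CCL21-RANK+ TECs was at 113 RPKM against the paper's about 75 (Figure 6E), and came just within 1.5 times of it (from 1.39 to 1.50 times) with DESeq2's size factors, upper-quartile scaling, or without replicate 1 or 3, but not without replicate 2. *Krt19* in CCL21+RANK- TECs was at 2.19 RPKM against the paper's about 1.3 (Figure 6E), and leaving out replicate 2 lowered it to 1.97 RPKM, a difference within the replicate SD of 0.692 RPKM but still 1.51 times the paper's, while the other alternatives set before the data were examined did neither. *Cldn4* in CCL21-RANK- TECs was at 1.83 RPKM against the paper's about 1.2 (Figure 6E), a ratio of 1.52 that moved only to 1.49 with DESeq2's size factors and 1.50 with upper-quartile scaling, both just within 1.5 times, and to 1.34 without replicate 2, while it rose without replicate 1. *Ly6a* in CCL21+RANK- TECs was at 6.295 RPKM against the paper's about 4.1 (Figure 6E), and leaving out replicate 1 or 2 brought it just within 1.5 times (1.45 and 1.48 times), while the scalings and leaving out replicate 3 did not. Over the 56 values read from Figure 6E, the ratio of the RPKM calculated here to the paper's had a median of 1.40 and ranged from 0.724 to 1.68. The 3 values below the paper's were those of *Ccl21a*. Their ratios were 0.875 in CCL21-RANK-, 0.735 in CCL21+RANK-, and 0.724 in CCL21-RANK+ TECs, so *Ccl21a* departed from the median ratio in the opposite direction.

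The paper states that *Krt5* was expressed at equivalent levels in both populations. Here *Krt5* was higher in CCL21+RANK- TECs, with a log2 fold change of 1.25, and no setting tried brought its adjusted p above 0.00747. The bars of Figure 6E differ in the same direction. The paper names *Plet1* among genes readily detectable in RANK-expressing mTECs. Here *Plet1* was at 2.15 RPKM in CCL21-RANK+ TECs and did not differ from CCL21+RANK- TECs under any setting tried (edgeR or DESeq2 adjusted p from 0.127 to 0.823). The categories of Figure 6D for RANK-expressing mTECs include the response to lipopolysaccharide and lipid metabolism, and those for CCL21-expressing mTECs include transcription. The nearest Reactome sets, which are not the same gene lists, were not enriched in these directions at the main setting. Metabolism of lipids and lipoproteins passed the threshold in CCL21-RANK+ TECs without CCL21-RANK+ replicate 3, and Generic Transcription Pathway passed it in CCL21+RANK- TECs when calls required only the adjusted p-value.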

Other observations

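The histone test was chosen only after the most enriched sets were seen, and its prediction was written before its own result.

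The 5 Reactome sets most enriched in CCL21-RANK+ TECs, among them DNA methylation, Meiotic recombination, and PRC2 methylates histones and DNA, were checked for shared histone genes. Histone genes made up 24 of the 27 called genes of DNA methylation and 25 of the 30 of Meiotic recombination. Once histone genes were taken out, 0 of these 5 sets stayed enriched, either because too few genes were left or with an adjusted p of 1 in Fisher's test. The enrichment of these sets therefore rested on histone genes. In DNA methylation, 5 other genes were left, too few to test, and 3 of them were called higher in CCL21-RANK+ TECs. Of 74 histone genes over 1 RPKM, 66 were called higher in CCL21-RANK+ TECs and 1 higher in CCL21+RANK- TECs. Cell Cycle stayed enriched without histone genes (155 of 427 genes, adjusted p = 0.000801), and M Phase did not (76 of 212 genes, adjusted p = 0.0625).

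The chemokine gene *Ccl19* was at 17.5 ± 11.0 RPKM in CCL21-RANK+ TECs, 3.43 ± 0.873 RPKM in CCL21+RANK- TECs (SD, n = 3 each), and 0.315 ± 0.0101 RPKM in CCL21-RANK- TECs (SD, n = 2). The CCL19 and CCL21 receptor gene *Ccr7* was at 6.82 ± 3.37 RPKM in CCL21-RANK+ TECs (SD, n = 3). It had 3 or fewer counts in each CCL21+RANK- library and was at least 207-fold higher in CCL21-RANK+ TECs. *Dclk1* was at 1.62 ± 0.181 RPKM in CCL21+RANK- TECs and 1.09 ± 0.329 RPKM in CCL21-RANK+ TECs (SD, n = 3 each). It was called higher in CCL21+RANK- TECs (log2 fold change 0.71, edgeR adjusted p = 0.0208), although the libraries of the groups overlapped. The adjusted p ranged from 0.00861 to 0.0611 over other settings of the fit and from 0.00521 to 0.0986 with one library left out, so the call was not stable. *H2-K1* was at 352 ± 49.02 RPKM in CCL21+RANK- and 409 ± 138 RPKM in CCL21-RANK+ TECs (SD, n = 3 each), and at 116 ± 13.3 RPKM in CCL21-RANK- TECs (SD, n = 2).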
